# A Genome-Wide DNA Methylation Survey Reveals Salicylic Acid-Induced Distinct Hypomethylation Linked to Defense Responses Against Biotrophic Pathogens

**DOI:** 10.3390/ijms27041935

**Published:** 2026-02-18

**Authors:** Theoni Margaritopoulou, Spyros Foutadakis, Giannis Vatsellas, Martina Samiotaki, Emilia Markellou

**Keywords:** differentially methylated regions, *Podosphaera xanthii*, priming, SCF complex, ubiquitination, whole-genome bisulfite sequencing (WGBS)

## Abstract

DNA methylation is a conserved regulatory mechanism of gene expression, genome stability, and development, and is highly associated with the effective induction of defense responses for plant priming. In the Green Deal era, the use of plant defense inducers (PDIs), compounds that activate defense and prime plants against imminent pathogen attacks, is a safe and environmentally sustainable approach to support plants against pathogens. Though efforts have succeeded at deciphering part of the mode of action of PDIs, more information is needed to understand the underlying pathways of their effectiveness. Here, salicylic acid (SA), loaded in chitosan nanoparticles, increased hypomethylation by more than 25% for 56 genomic regions that corresponded to defense-related genes, such as pectin lyases, defensins and leucine-rich repeat transmembrane protein kinases against the biotrophic fungal pathogen *Podosphaera xanthii*. A genomic region of the promoter of SKP1A, which is a core member of the SCF E3 ubiquitin ligase complex, was found to be a differentially methylated region (DMR), with 60% hypomethylation, both after PDI application and pathogen inoculation, possibly indicating a similar activation mechanism. Examination of this DMR revealed the presence of SA-, auxin-, and defense-related cis-elements. Investigation of the proteins associated with the above cis-elements showed significant upregulation in expression after PDI. Moreover, association of the identified DMR with transcriptomics showed enrichment of the SA pathway. Overall, these findings shed light on the epigenetic mechanisms that underlie SA-related defense priming in plants.

## 1. Introduction

DNA methylation is a highly conserved epigenetic mechanism across eukaryotes controlling numerous biological processes such as imprinting, tissue-specific gene expression, inactivation of transposable elements (TEs), paramutation, and stress responses [1]. DNA methylation involves the insertion of a methyl group at the 5th position of a cytosine residue (5 mC) and is a heritable and fundamental epigenetic modification that can influence the phenotype without altering the DNA nucleotide sequence [2]. In eukaryotes, DNA methylation plays crucial roles in gene regulation and various biological processes that affect plant growth, development and adaptation [2]. While in mammals DNA methylation predominantly occurs in the symmetric CG context and non-CG methylation is prevalent in embryonic stem cells, in plants, DNA methylation occurs at symmetric CG and CHG and asymmetric CHH sites (where H is A, C, or T) [3,4]. The level of DNA methylation notably influences the structure and functionality of the plant genome. A considerable number of molecular mechanisms are affected by DNA methylation, such as transposable element silencing, gene expression regulation and genome stability maintenance, highlighting the importance of this process in the plant cell [5].

A critical outcome of DNA methylation is the regulation of gene expression. Usually, due to promoter methylation, the binding of transcription activators is prevented, leading to the inactivation or reduction of transcription [6,7,8,9]. In addition, the regulation of gene expression can be associated with the integration of different epigenetic mechanisms that influence each other, for example, DNA methylation and histone modifications. The N-terminal tails of histones undergo numerous modifications that are promoted by specific enzymes. Some of these modifications, such as histone acetylation or H3 lysine 4 mono-methylation (H3K4me1), relax the chromatin, thus facilitating transcription [9,10].

Plants, being sessile organisms, must deal with constantly changing environmental conditions in their habitat. For this purpose, plants possess a sophisticated network of response mechanisms that function during exposure to external stimuli. Defense mechanisms are a major part of this network and are activated in response to pathogen attack [11]. This innate immune response operates through conserved signaling mechanisms, such as the recognition of microbe- or damage-associated molecular patterns (MAMPs or DAMPs, respectively), production of reactive oxygen and nitrogen species, and activation of the production of plant defense hormones, such as (SA) and jasmonic acid (JA) [11]. Together, these signaling events lead to a coordinated transcriptional response that regulates the production of defense signals, pathogenesis-related proteins and antimicrobial metabolites [12].

Plants deploy several strategies to defend themselves against pests and pathogens. Key mechanisms are the default response of pattern-triggered immunity (PTI), which responds to microbial molecular patterns, and the evolutionary response of effector-triggered immunity (ETI), which is based on intracellular receptors that recognize immune-suppressive virulence effectors [13]. PTI and ETI are important layers of defense, but plants require additional strategies to survive in hostile environments. A key strategy is the development of acquired or induced resistance, which is forged when plants successfully repel attacks by pests or diseases, including immunological stress memory [14,15,16]. This phenomenon enhances stress resilience and is called “defense priming,” which involves the finely tuned regulation of phytohormone signaling, elevated levels of pattern recognition receptors or dormant defense regulatory elements, and chromatin modifications [17,18].

Defense priming triggers an earlier, faster and/or stronger reaction, leading to enhanced defense response [19]. Regulation of priming, by the timing and amplitude of gene activation, is crucial for the effective induction of defense responses. Evidence shows that priming is controlled by epigenetic changes, such as reduced transposon methylation and trimethylation of lysine 4 of histone subunit H3 (H3K4me3) at defense gene promoters, but it can also be regulated by DNA methylation [20]. In Arabidopsis, mutants with impaired DNA methylation showed increased resistance to hemi-biotrophic pathogens, and infection of Arabidopsis by the hemi-biotrophic pathogen *Pseudomonas syringae* pv. tomato (*Pst*) DC3000 showed reduced DNA methylation [21], revealing the connection between defense response and altered methylation landscape. Additionally, infection of Arabidopsis mutants, with varying levels of immune responses, by *Pst* DC3000, displayed regulation of the expression of *NRPD2* by histone modifications. *NRPD2* is a gene that encodes for the second largest subunit of the plant-specific RNA polymerases IV and V, and this regulation indicates the tight integration of gene expression with methylome changes [22].

Priming of defense responses can be effectively acquired by exogenous application of natural or synthetic compounds, which act as PDIs. There is a plethora of evidence in the literature showing that hormones, such as (SA) and JA; chemical compounds, such as β-aminobutyric acid (BABA), benzothiadiazole (BTH) and acibenzolar-S-methyl (ASM); many volatile organic compounds (VOCs); and chitosan, can effectively stimulate and prime defense responses against various plant pathogens (reviewed in [14,15,19]). The exploration and understanding of the mode of action of these compounds is highly important, as alternative means of control for plant diseases must be developed to alleviate the negative impacts, on humans and the environment, of widespread pesticide use.

The integration of the mode of action of PDIs with a plant’s methylome has gained little attention over the years. Some studies have been performed on SA applications that have shown a positive correlation of methylation changes and gene activation. Treatment of *Vitis amurensis* cell cultures with SA selectively reduced the cytosine DNA methylation of stilbene synthase (STS) genes and stimulated resveratrol production [23], while SA application in tobacco decreased pectin methylation, leading to reduced cell wall Cd accumulation [24]. In this work, we analyzed the DNA methylation response of *Arabidopsis thaliana* plants after inoculation with the biotrophic fungal pathogen *P. xanthii*, the application of SA applied by a chitosan nanoparticle delivery system, and the combination of both treatments. In previous work, we have seen that SA loaded in chitosan nanoparticles (SA-CNPs) can significantly positively regulate both the transcriptome and the proteome in favor of inducing defense against *P. xanthii* and upregulate the SA defense pathway [25]. Here, our results reveal that SA-CNP treatment caused targeted hypomethylation that varied both in methylation context (CpG or CHG) and in intensity with and without pathogen infection. Moreover, integration of the whole-genome bisulfite sequencing (WGBS) results with previous proteomic and transcriptomic data allowed for the functional analysis of genes corresponding to the identified differentially methylated cytosines (DMCs).

This study expands our knowledge of the underlying molecular mechanisms governing defense priming, shows how enhancement of the immune responses in infected plants can be achieved through epigenetic changes, and provides candidates for their exploitation in crop biotechnological strategies.

## 2. Results

### 2.1. SA-CNP Formulation Alters Specific Methylation Contexts in Arabidopsis with and Without Pathogen Inoculation

Previously, we have seen that SA-CNPs can efficiently induce defense responses and prime plants against *P. xanthii* at the very low concentration of 5 ppm [25], while empty CNPs or chitosan showed reduced or similar effects in much higher concentrations. Additionally, these results show that SA-CNPs cause distinct changes both at the transcriptional and at translational levels, when compared with pathogen infection, indicating a targeted mechanism on defense induction. To explore the underlying mechanism associated with gene activation after SA-CNP application, WGBS was performed on Arabidopsis plants treated with SA-CNPs, *P. xanthii* or a combination of both. An average of 23,481,495 million paired-end alignments corresponding to unique best hits were produced (Supplementary Table S1). To characterize global changes in DNA methylation which are indicative of the transcriptional activity status, examination of methylation enrichment around the transcription start site (TSS) was performed using DeepTools (ver. 3.5.6) [26]. The hypomethylation around TSS of Arabidopsis plants following the different treatments showed a relative increase, especially after SA-CNP application, when compared with control conditions, which could indicate transcription activation (Figure 1A). To evaluate methylation profiles between treatments, pair-wise comparisons of interest were performed for each cytosine methylation context (CpG, CHG or CHH). The results show that, in the Px vs. control comparison, only the CHG methylation context differed between treatments, in SA-CNPs vs. control this was the CpG context, in SA-CNPs vs. Px this was the CHG context, and in SA-CNPs/Px vs. Px this was the CHG methylation context (Figure 1B and Figure S2).

To identify significant alterations in DNA methylation between treatments, we performed paired *t*-tests, and cytosines were considered significantly differentially methylated if q (FDR corrected *p*-value) < 0.05 and absolute differential methylation percentage was more than 25%. In the Px vs. control comparison, 11,453 DMCs were hypomethylated and only 325 DMCs were hypermethylated, while in the SA-CNPs vs. control comparison, 9434 DMCs were hypermethylated and 7538 DMCs were hypermethylated, indicating a 23-fold increase in hypermethylation caused by the SA-CNPs, compared with pathogen inoculation (Figure 1C,D). A profound difference between the two treatments was the level of differential cytosine methylation. Pathogen inoculation caused methylation changes up to 60% in hypo- and 35% in hypermethylation, while after SA-CNP application the changes reached 100% in both contexts (Figure 1C,D and Figure S3), indicating high influence of the formulation on the epigenetic landscape of the plants. On the other hand, the SA-CNPs/Px vs. Px and SA-CNPs vs. Px comparisons showed similar hypomethylation in DMCs in both number and percentage level. Particularly, hypomethylated DMCs were 261 and 292 in number, respectively, with a 43% differential methylation level. Additionally, hypermethylated DMCs in these two comparisons were 3435 and 6254, respectively, with a similar 55% differential methylation level (Figure 1E,F and Figure S3). The 1.8-fold increase in the number of hypermethylated DMCs in SA-CNPs vs. Px compared with SA-CNPs/Px vs. Px corroborated the potent effect that the formulation exerted in the plant’s epigenetic background.

### 2.2. Distinct Genomic Regions Have Altered Methylation Imprint After SA-CNP or P. xanthii

Genome-wide distribution analysis of the DMCs showed that each treatment caused both similar and distinct hypomethylation patterns in different genomic regions of the Arabidopsis plants. *P. xanthii* infection-induced hypomethylation changes involved promoters (42%) and intergenic regions (32%), while exons and introns followed with 24% and 2% respectively (Figure 2A). Application of SA-CNPs enhanced hypomethylation in exons reaching 42% and in introns reaching 8%, presenting a 1.75-fold and a 4-fold increase compared with the corresponding values after *P. xanthii* infection, respectively (Figure 2A). Moreover, promoter and intergenic regions containing DMCs were 34% and 15% hypomethylated, respectively, producing decreased 0.2-fold and 0.5-fold differences with the corresponding values after *P. xanthii* infection (Figure 2A). On the other hand, at SA-CNPs/Px vs. Px and SA-CNPs vs. Px comparisons, the regions containing DMCs showed almost identical hypomethylation (Figure 2A). Hypermethylated DMCs were also observed after the treatments in the different genomic regions, following a similar pattern as hypomethylated DMCs (Supplementary Figure S4).

Counting the associated retrotransposons that were identified in DMCs revealed that *P. xanthii* induced cytosine hypomethylation in 99 retrotransposons, while, after SA-CNP application, only 7 were identified (Figure 2B, Supplementary Table S2), demonstrating the targeted action of SA-CNPs on a plant’s epigenome.

**Figure 1:**
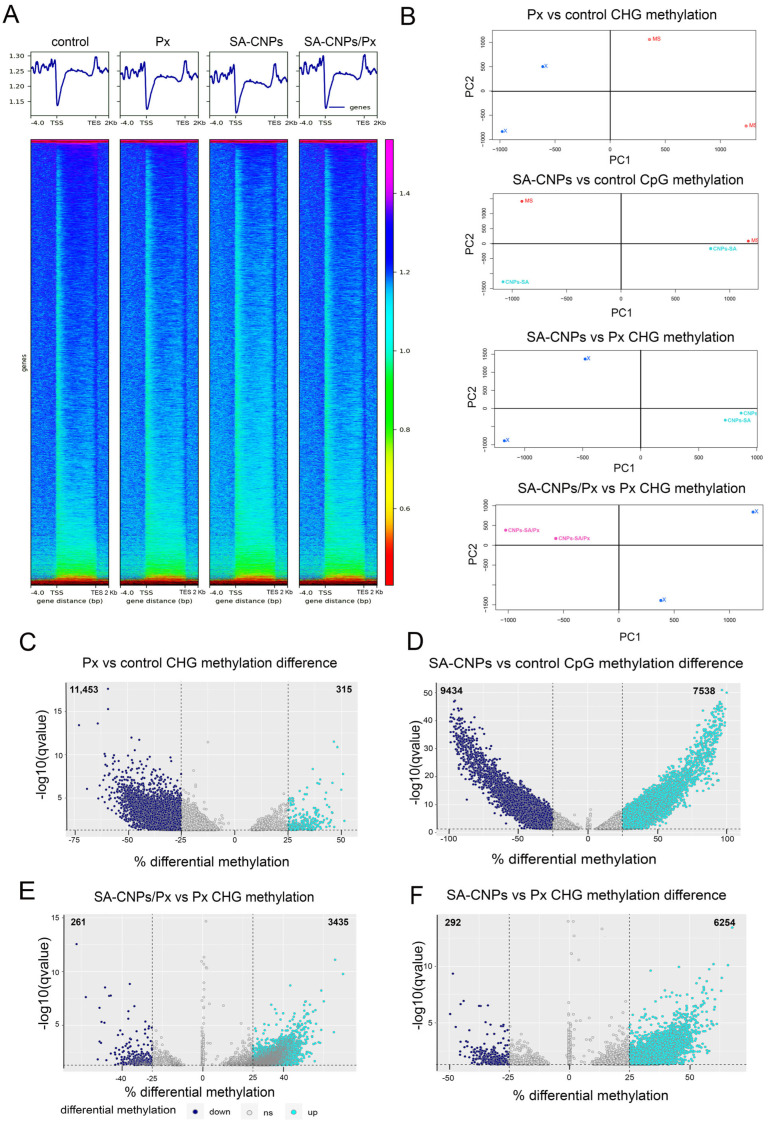
Genome-wide DNA methylation variation in Arabidopsis after pathogen infection and/or SA-CNP application. (**A**) Heatmap of WGBS signals upstream and downstream of the gene body. Scale regions were 4000 bp upstream of the translation starting site (TSS), 2000 bp downstream of the translation end site (TES), and a 5000 bp region on the gene body. Length was plotted using computeMatrix and plotHeatmap tools in deepTools. (**B**) Principal component analysis (PCA) of genome-wide methylation showing separation between the tested treatments in specific methylation (CHG or CpG) contexts. (**C**–**F**) Volcano plots showing the distributions of DMCs in the significantly different treatments. The blue and turquoise dots represent the significantly hypo- and hypermethylated DMCs. Genome-wide significance is determined by false discovery rate (FDR) less than 5% (horizontal dotted line). Vertical dotted lines show >25% hypermethylation and  >25% hypomethylation between treatments.

**Figure 2:**
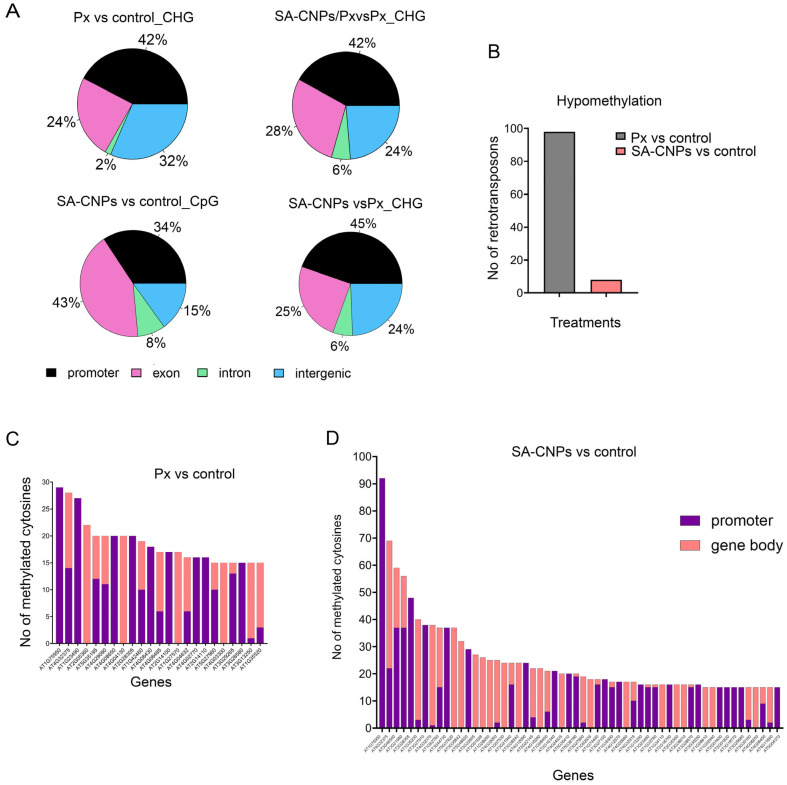
Altered methylation imprints in specific genomic regions between treatments. (**A**) Stratification of differentially methylated cytosines (DMCs) into hypo- and hypermethylated segments representing the promoter, exon, intron or intergenic regions based on their genomic location, indicating the frequency of DMCs per location in the differential significant methylation contexts between treatments. (**B**) Bar plot representing the average number of transposons that were annotated in the hypomethylated segment of the DMCs between Px or SA-CNP treatments compared with control. (**C**,**D**) Enrichment of gene-associated DMCs that are counted in the Px or SA-CNP treatments compared with control. The DMCs are grouped according to their genomic location (promoter or gene body).

### 2.3. SA-CNPs Increase Hypomethylation of Defense-Related Genes Compared with P. xanthii

In-depth analysis of the hypermethylated DMCs did not show any methylation enrichment in regions associated with functional genes after pathogen infection (Supplementary Table S3). On the other hand, SA-CNP application induced cytosine hypermethylation in genomic regions associated with 10 genes (Supplementary Table S3). Among these were *CAX9 (CATION CALCIUM EXCHANGER 3)*, an S-adenosyl-L-methionine-dependent methyltransferases superfamily protein (AT1G31850), *ETL1 (CHROMATIN REMODELING 19)*, and *LCR69*, a defensin-like gene. Hypomethylated DMCs gave more prominent results. Annotation of the functional genes associated with the significant hypomethylated DMCs revealed 56 associated genes with more than 15 DMCs after SA-CNP application and 23 associated genes after pathogen infection (Supplementary Table S4). Among these were many defense-related genes, such as leucine-rich repeat transmembrane protein kinases, pentatricopeptide repeat (PPR) superfamily proteins, pectin-related genes, ubiquitin-related genes and a defensin, which were influenced by SA-CNPs, while *P. xanthii* caused moderate response of a ubiquitin-related gene, a pectin-lyase, two defensins and four Ulp1 proteases (Supplementary Table S4).

The hypomethylated DMCs were present in the promoter, the gene body or both associated identified genes (Figure 2C,D). Notably, the number of DMCs associated with genes was higher in SA-CNPs vs. control, even reaching 92 hypomethylated DMCs in the promoter region of AT1G75950, corresponding to SKP1-like 1A, an E3 ubiquitination ligase protein involved in the SCF E3 ubiquitin ligase complex for subsequent proteasomal degradation of target proteins. The same genomic region showed only 29 hypomethylated DMCs after pathogen infection, indicating a mild effect of *P. xanthii* to the methylated marks on this region, when compared with SA-CNP application (Figure 2C,D, Supplementary Table S4). The second more hypomethylated gene present in both treatments was AT4G32375, a pectin lyase-like superfamily protein with 69 DMCs after SA-CNP application and 28 after *P. xanthii* treatments (Figure 2C,D, Supplementary Table S4).

### 2.4. Hypomethylated DMR That Is Associated with SKP1A Contains Defense-Related Cis-Elements

The search for DMRs, after SA-CNP treatment that would contain the identified DMCs, revealed four hypomethylated DMRs with an mC/totalC ratio of more than 0.2, which are associated with defense responses (Supplementary Table S5). The DMRs were the promoter region of the *SKP1A* gene, the gene body of a defensin-like (AT2G22805), the promoter region of an *SKL2 (SHIKIMATE KINASE LIKE 2)* that enhances resistance under stress conditions, and a disease resistance protein of the TIR-NBS-LRR class (AT4G08450), which acts as an immune receptor against pathogens. Among these, only the corresponding *SKP1A* gene showed prominent differential expression after SA-CNP treatment (Supplementary Figure S5), specifically at the protein level, and this was analyzed further.

Use of SeqMonk (https://www.bioinformatics.babraham.ac.uk/projects/seqmonk/) (accessed on 15 September 2025) for visualization of DNA methylation distribution and examination by PlantCARE (https://bioinformatics.psb.ugent.be/webtools/plantcare/html/) (accessed on 20 November 2025) for cis-elements annotation, revealed the presence of 27 cis-element groups in the 1091 bp genomic region of *SKP1A* (Supplementary Figure S6). Among these, important defense-related cis-elements such as the SA-responsive TCA-element, the auxin-response AuxRR-core-regulatory element, and the TC-rich repeats element, involved in defense and stress responsiveness, were present in the promoter of *SKP1A* (Figure 3A and Figure S6). Quantification of the DNA methylation by SeqMonk showed high methylation under control conditions, significantly reduced methylation after SA-CNP application or *P. xanthii* infection, and even more reduced methylation after combination of both treatments (Figure 3B).

Examination of SKP1A and other E3 ubiquitin ligases in the protein expression profiles from all treatments (control, *P. xanthii*, SA-CNP application, combination of *P. xanthii* and SA-CNP application) showed upregulated expression of 10 out of 16 of the identified proteins (62.5%) after SA-CNP application, including SKP1A (Figure 3C, Supplementary Table S6). Additionally, 8 of the 16 identified proteins (50%) are components of the SCF E3 ubiquitin ligase complex or direct mediators of the complex to the proteasome (Supplementary Table S6).

### 2.5. Upregulation of Proteins Involved with Defense-Related Cis-Elements

Protein expression profiles from all treatments (control, *P. xanthii*, SA-CNP application, combination of *P. xanthii* and SA-CNP application) showed prominent correlation of proteins associated with the above identified cis-regulatory elements in the analyzed DMR and other defense-related protein groups. The examined proteins were associated with functions related to SA, auxin, defense response, methyl jasmonate, elicitors, and abscisic acid (ABA) (Figure 4). Remarkably, almost all protein groups displayed a similar expression pattern between treatments: proteins at control conditions showed the lowest expression levels, followed by *P. xanthii*, the application of SA-CNPs and finally the combination of *P. xanthii* and SA-CNP application showed the higher expression levels (Figure 4A–E). ABA-related proteins also showed similar expression patterns, except from the inverted pattern between *P. xanthii* and SA-CNP application (Figure 4F).

### 2.6. Hypomethylation After SA-CNP Application Is Associated with SA-Related Upregulated Gene Expression

Integration of the genes corresponding to hypomethylated DMCs, in the SA-CNPs vs. control comparison (>5 DMCs and >25% differential hypomethylation), with the upregulated differentially expressed genes (DEGs) previously identified in this comparison [25] under the same experimental conditions and using three biological triplicates, revealed 40 genes that are common to both gene groups (Figure 5A). Among these was AT1G35230, coding for AGP5 (ARABINOGALACTAN PROTEIN 5) with 40 DMCs and 5.1-fold change (FC), AT4G04540 coding for CRK39 (CYSTEINE-RICH RECEPTOR-LIKE PROTEIN KINASE 39) with 13 DMCs and 8.7 FC, and AT1G51800 coding for IOS1, an LRR receptor-like serine/threonine-protein kinase, with 8 DMCs and 4.2 FC (Figure 5B, Supplementary Table S7). Interestingly, gene ontology (GO) enrichment analysis of the common genes group in Cytoscape (ver. 3.10.4) at medium-to-global network specificity and pathway *p* value ≤ 0.05, showed that *THIONIN2.1* (*THI2.1*), *GLYCINE-RICH PROTEIN 3 (GRP-3)*, *ENHANCED DISEASE SUSCEPTIBILITY 5* (*EDS5*), *1,7-PARAXANTHINE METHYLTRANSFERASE (PXMT1)* and *CYSTEINE-RICH RECEPTOR-LIKE PROTEIN KINASE (CRK34)*, representing 12.5% of the examined genes, enriched the GO term ‘response to salicylic acid’ (Figure 5C).

**Figure 4:**
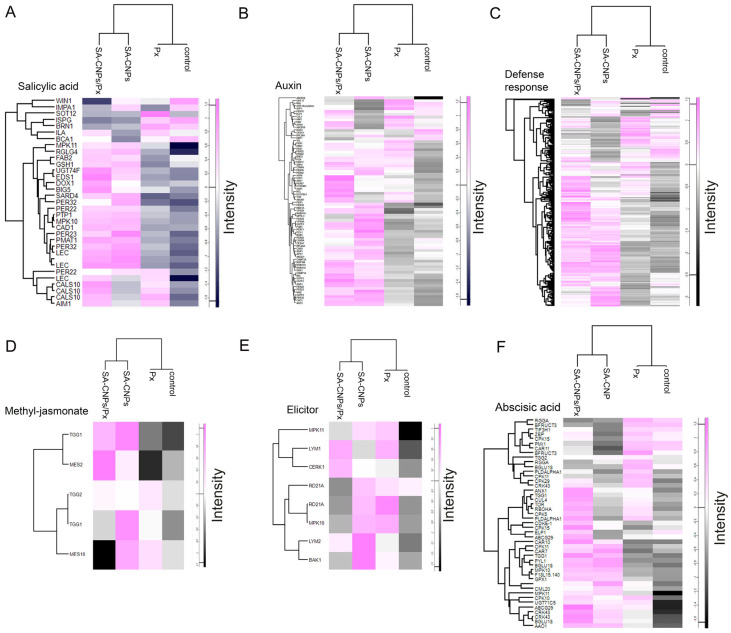
Differential expressions of identified defense-related protein groups between treatments. (**A**–**F**) Heatmap plots, generated with Perseus software (ver. 1.6.15.0), of the indicated expressions of defense-related protein groups. The vertical-colored bar on the right of each plot indicates the value intensity depicting the direction of protein expression as upregulated or downregulated.

**Figure 5:**
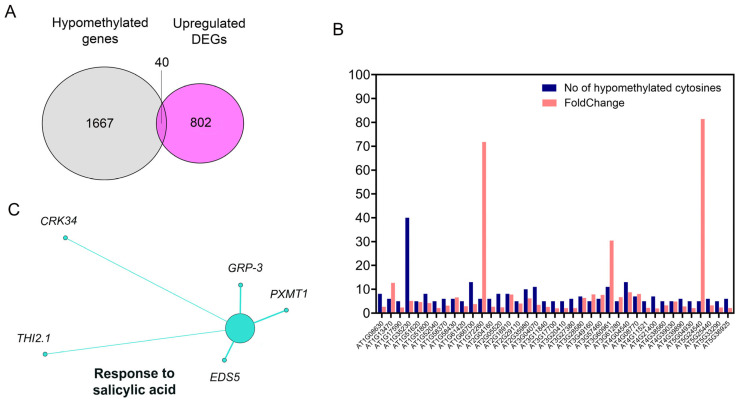
(**A**) Venn diagram displaying shared genes between upregulated differentially expressed genes (DEGs) and enriched hypomethylation in the Arabidopsis SA-CNP-treated samples compared with control. (**B**) Bar plot indicating the number of hypomethylated cytosines and fold change in each of the identified shared genes. (**C**) Illustration depicting the significant enrichment of a functional category identified by ClueGO Cytoscape (ver. 3.10.4) plugin and the corresponding genes.

Individually subjecting these five genes to functional protein association network analysis by the STRING platform (https://string-db.org/), showed that only THI2.1 and EDS5 could construct a protein–protein interaction network with 10 highly significant primary protein interactors (Figure 6A,B and Figure S7), indicating that their expression is greatly associated with the expression of the interacting proteins. Among these were proteins highly related to SA, such as the key SA immune regulator NPR1, PATHOGENESIS-RELATED PROTEIN 5 (PR5), ENHANCED DISEASE SUSCEPTIBILITY 1 (EDS1) and PHYTOALEXIN DEFICIENT 4 (PAD4). In the same context, searching for interacting proteins of the SKP1A protein that corresponds to the hypomethylated DMR, we found that CORONATINE-INSENSITIVE PROTEIN 1 (COI1) was among the primary 10 interactors, and which is shown to interact with THI2.1 (Figure 6A and Figure S8). Expression analysis of the interacting proteins in both groups at transcriptional and translational levels demonstrated enhanced transcript accumulation to almost all genes between groups and high protein expressions in only VEGETATIVE STORAGE PROTEIN 1 (VSP1), PR5, BASIC ENDOCHITINASE B (CHI-B) and EDS1 (Figure 6C,D). Notably, in this examined SA-CNPs vs. control comparison, SKP1A, along with one of its primary interactors, RING-BOX 1A (RBX1A) (Supplementary Figure S8), showed significantly upregulated protein expression (Figure 6E).

## 3. Discussion

In this study, we aimed to characterize the DNA methylation response to an inducer of resistance and to the biotrophic pathogen *P. xanthii* in *Arabidopsis thaliana* using whole-genome bisulfite sequencing and to associate these findings with proteomic and transcriptomic data. By identifying specific DNA hypomethylation changes in response to the application of SA conjugated to chitosan nanoparticles and demonstrating a connection with gene and protein expression, we provide new insights into the integration of methylome plasticity with the priming of defense responses. Our evaluation of Arabidopsis methylome plasticity upon induction of resistance and pathogen infection allowed for the discovery of distinctive loci participating in the shaping of defense responses. Moreover, we identified significant hypomethylation in the *SKP1A* locus, a member of the SCF E3 ubiquitin ligase complex, to be associated with upregulated SA-related gene and protein expression. Our study highlights the importance of the DNA methylation landscape in defense response mechanisms and its functional implications in induced resistance.

### 3.1. The Arabidopsis Methylome Marks Respond to Treatments

The effect of pathogen infection on DNA methylation has been examined in Arabidopsis and other species, especially for bacterial pathogens, such as the hemi-biotrophic bacterium *P. syringae*, showing that promoters of defense-related genes can be hypomethylated leading to gene activation and resistance upregulation [27,28,29,30]. Studies on fungal pathogens, such as *Fusarium oxysporum* and the necrotrophic fungus *Botrytis cinerea*, have mainly focused on DNA demethylase or RdDM Arabidopsis mutants respectively, showing increased susceptibility to pathogen infection [22,31]. Additionally, there is evidence in citrus plants that DNA methylation changes are associated with defense mechanisms against the gummosis caused by the oomycete *Phytophthora citrophthora* [32]. Our evidence presenting hypomethylation in Arabidopsis after infection by the obligate biotrophic fungal pathogen *P. xanthii* is in accordance with results in wheat progenitor *Aegilops tauschii,* where *Blumeria graminis* f. sp. *tritici* infection also caused hypomethylation in DMRs [33], demonstrating similar response against powdery mildew disease.

PDIs mimic pathogen attack, inducing common defense mechanisms. This indicates that DNA methylation could also be a key mechanism of PDIs in facilitating plants to induce resistance against pathogen infections by altering gene expression. Some PDIs have been identified to enhance plant resistance by altering methylome. In rice, application of 5-azadeoxycytidine, a DNA de-methylating agent, enhances plant resistance to the bacterial pathogen Xanthomonas [34]. Additionally, the chemical SAR inducer β-aminobutyric acid (BABA) has been shown to enhance resistance to various pathogens, including *P. syringae* DC3000, *B. cinerea*, and the oomycete pathogen *Peronospora parasitica*, via its effect on histone modifications and its induction of the expression of defensive genes [35,36,37]. These results are consistent with our findings describing the exploration of the altered methylation landscape by WGBS after the application of SA-CNPs, which function as a PDI. Additionally, they have broadened our knowledge of hypomethylated DMRs and activated genes during defense priming, identifying new constituents of defense priming, such as SKP1A, at the methylation level.

### 3.2. Treatments Generate Specific Modifications of Methylation Marks on Arabidopsis Genomic Regions

Experiments have shown that promoters of defense-related genes may become hypomethylated, which could activate the genes and increase resistance [27,38]. Other examples of characteristic epigenomic alterations can be found after *P. syringae* infection in *Arabidopsis thaliana*, where H3K9 and H3K14 acetylation marks are deposited at promoters of defense-related genes [39,40]. In another work with the same *P. syringae*–*A. thaliana* system, elevated H3K4me3 marks have been found near the promoters of SA-responsive genes, representing a critical mechanism for systemic acquired resistance [41].

Studies on DNA methylation in *Oryza sativa* have shown hypomethylation of a long terminal repeat (LTR) region in the promoter of the rice blast resistance gene, Pit, which may be needed for higher Pit expression against the hemi biotrophic fungal pathogen *Magnaporthe grisea* [42]. Moreover, in another study in *Oryza sativa*, the presence of hypomethylated regions that were predominantly associated with gene promoter regions were observed after infection with the nematode *Meloidogyne graminicola* [43]. Our approach of the estimation of cytosine methylation by WGBS suggests that defense responses to the biotrophic fungal pathogen *P. xanthii* may also be the result of methylation responses in specific genomic regions. Evidence across crop varieties has shown that intergenic regions possess several regulatory regions of defense-responsive genes [44] and could include both junk DNA and functional elements, such as enhancers, the proximal promoter region or the untranslated region (UTR) of a gene [45].

Comparable methylation responses have been observed after the application of flg22, a well-studied peptide corresponding to the most conserved domain of the N-terminus epitope of the bacterial protein flagellin from *Pseudomonas aeruginosa*, which acts as a potent inducer of resistance in plants [43,46]. In this study, similar hypomethylation patterns in promoter, intergenic, exon or intron regions were induced after the application of SA-CNPs, *P. xanthii* infection or the combination of both, highlighting a universal regulatory effect of the methylome on Arabidopsis responses to the treatments. On the other hand, significant differences were observed in the levels of transposon hypomethylation between SA-CNP application and *P. xanthii* infection. This variation could imply that, though the overall hypomethylation patterns between treatments were similar, the SA-CNPs influence specific defense-related pathways compared with the broad stress-related response activated by the pathogen. This notion agrees with previous studies showing that SA-CNPs induce distinct changes in gene expression compared with *P. xanthii* infection [25].

### 3.3. SA-CNP Application Enhances Hypomethylation in Defense-Related Cis Elements Associated with Ubiquitination and Cell Wall Modification Genes

The hypomethylated DMR in SA-CNP samples was the promoter region of *S-Phase Kinase-Associated Protein 1* (*SKP1A*), core subunit of the SCF E3 ubiquitin ligase complex that is formed with CULLIN 1 (CUL1) and RBX1 to ubiquitinate and signal for proteasomal degradation F-box protein targets. The SCF complex plays a critical role in regulating plant immune responses through the ubiquitination pathway by regulating the degradation of negative regulators of plant defense responses [47,48]. There are examples reporting the involvement of the SCF complex in plant immune responses against various pathogens, such as the Tobacco mosaic virus (TMV) [49], *F. oxysporum* [50], *Alternaria brassicicola* [51] and *Plectosphaerella cucumerina* [52]. In these cases, the SCF complex was found to be associated with auxin transport; salicylic or jasmonate signaling; or SAR responses assisting in host defense against the pathogen. In this study, we found that cis elements related to the abovementioned defense pathways were present on the promoter of the *SKP1A* gene, indicating a direct activation mechanism of *SKP1A* for defense. In-depth analysis of the hypomethylation patterns between treatments showed that SA-CNPs increased the level of hypomethylated DMCs and that this increase correlated with the upregulated expression of protein groups corresponding to the identified cis elements, substantiating the connection between defense and *SKP1A* hypomethylation. Moreover, increased expression of the SKP1A protein after SA-CNP application validated the positive regulation of its expression by induced hypomethylation on its promoter. These findings, in combination with the observed RBX1 protein upregulation, could suggest a direct connection of the SCF complex with induced defense mechanisms.

### 3.4. Hypomethylation in DMRs Induced by SA-CNPs Is Linked to the SA Defense Pathway

SA is a multifaceted plant hormone that acts as a key signaling molecule priming plant defenses against biotrophic and hemibiotrophic pathogens. Biotic stresses induce the accumulation of SA in the nucleus as a defense signal [53], and its exogenous application has been observed to significantly enhance plant defense pathways [25,54]. Moreover, plant defense at the methylome and other epigenomic regulatory levels is influenced by SA, as it is shown to influence demethylation in pearl millet [55,56]; increase H3Ac, H4Ac, H3K4me2, and H3K4me3 marks at the PR1 promoter facilitating its expression [57,58]; and generate DNA methylation changes within repetitive sequences and transposons that can regulate neighboring genes in Arabidopsis [28].

Notably, *SKP1A*, the corresponding gene in the hypomethylated DMR after SA-CNP application and component of the SCF (SKP1-CUL1-Fbox) E3 ubiquitin ligase complex, interacts with COI1 to negatively regulate the JA in favor of the SA pathway by ubiquitinating COI1 and regulating its degradation [59]. Therefore, though SKP1A does not function directly within the SA pathway, it influences its activation by competing the JA pathway [60]. At the base of this, one could speculate that the induced SA pathway, after SA-CNP application, activates *SKP1A* by hypomethylating its promoter to negatively regulate components of the JA pathway and antagonizes JA production in the crosstalk of these two hormones for better and enhanced defense responses against biotrophic pathogens. However, further work is needed to determine mechanistically how these pathways integrate under the prism of the methylation landscape and define the roles of the differentially expressed identified proteins. Understanding how PDIs can influence defense responses at the methylation level is essential, as there is evidence showing the significant contribution of methylation to susceptibility or resistance to diseases, indicating a significant role for methylation, one which should be explored under the prism of understanding plant defense activation and enhancement through new, increasingly used, plant protection products.

## 4. Materials and Methods

### 4.1. Plant Material and Growth Conditions

*A. thaliana* Col-0 (wild-type) seeds were obtained from the Arabidopsis Stock Center and used in the experiments. The seeds were sterilized for 20 sec in 70% ethanol, followed by 1.5 min in 20% bleach solution, and rinsed five times with sterile water. The seeds were sown on half-strength Murashige and Skoog (MS) (Duchefa Biochemie B.V, Haarlem, The Netherlands) medium with 1% sucrose and 0.7% agar, stratified at 4 °C in the dark for 2 days, and transferred to a 23 °C growth chamber under long day (16 h light/8 h dark) conditions.

### 4.2. Chitosan Nanoparticles Application

The chitosan nanoparticles loaded with SA used in this study have been previously characterized [25]. *A. thaliana* Col-0 (wild-type) seeds were grown for 5 days in half-strength MS medium Petri dishes and then transferred to half-strength MS medium square plates supplemented with 5 ppm of SA-CNPs.

### 4.3. Pathogen Challenge Accompanied by Hormone Treatment

Pathogen artificial inoculation was performed with a 5 μL high pressure spore suspension (10^7^ spore/mL) of *P. xanthii*. The spore suspension was dropped onto the leaves of 12-day-old Arabidopsis plants grown on half-strength MS medium square plates supplemented with and without 5 ppm SA-CNPs. All inoculated plants were incubated at 23 °C with a 16 h light:8 h dark photoperiod and 65% relative humidity. For WGBS analyses, treated and non-treated 14-day-old plants, with root excision, were collected in liquid nitrogen and stored in −80 °C until use.

### 4.4. BS-Seq Library Construction and Genome Bisulfite Sequencing

Per sample, frozen plant tissue was grounded with liquid nitrogen and genomic DNA was isolated using the SDS procedure of the NucleoSpin Plant II DNA isolation kit (MachereyNagel, Dueren, Germany). A NanoPhotometer^®^ spectrophotometer (IMPLEN, Westlake Village, CA, USA) and agarose gel electrophoresis were used to determine DNA concentration and integrity after the genomic DNA extraction. Next, DNA libraries were prepared for bisulfite sequencing using the NEBNext^®^ Enzymatic Methyl-seq kit (NEB, Ipswich, MA, USA). All sequencing experiments were performed at Biomedical Research Foundation Academy of Athens on an Illumina NovaSeq 6000 sequencing system. Libraries were sequenced with 2 × 150 bp paired end reads at 30× coverage. According to the NIH Roadmap Epigenomics Project the use of two biological replicates with a combined total coverage of 30×, as performed in this study, is sufficient for unbiased genome-wide DNA methylation profiling [61].

### 4.5. Processing of Bisulfite-Treated Reads and Methylation Calling

The raw paired end reads were filtered for low quality reads (Phred score: Q < 30) and adapter using Trimmomatic [62]. The quality filtered reads of each individual sample were aligned to the *Arabidopsis thaliana* reference genome (https://www.ncbi.nlm.nih.gov/search/all/?term=GCF_000001735.4/) (accessed on 15 May 2024) using bowtie 2 (ver. 2.5.4) [63]. The reference genome was first converted in silico into bisulfite converted genome using Bismark tool (ver. 0.22.3) [64] (https://www.bioinformatics.babraham.ac.uk/projects/bismark/, accessed on 15 May 2024). To maintain stringency, only uniquely mapped reads were considered for further analysis. The reads mapping to the same start and end coordinates were considered duplicates and were removed using perl script deduplicate_bismark provided with the Bismark tool (ver. 0.22.3). The mapping file was examined to identify the presence of methylation bias (M-bias). If M-bias was detected, reads were trimmed for biased sequences (~10 bases from 5′ end) to eliminate M-bias. After the mapping of the reads, the absolute methylation profile was obtained using Bismark Methyl Extractor and a whole-genome cytosine report was obtained using the cytosine_report option. 

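The libraries with a labelled treatment numbered 12, with 4 from leaves of control plants, 4 from SA-CNP-treated plants and 4 from plants inoculated with Px, and each condition had 2 plant samples with a pair of libraries (a and b) from each. Libraries of plants that received both treatments were not analysed here. In enzymatic methyl-seq, enzymes in place of bisulfite convert unmethylated cytosines, so that a read that still carries a C at a CpG is counted as methylated. For the CpG context the authors deposited 1 pooled cytosine report, which holds the number of methylated and of unmethylated reads at each cytosine of both strands of TAIR10.1, without normalization. The sources used here do not state which libraries were merged into this table. Its condition is therefore not known, its values carry no replicate error, and no comparison between treatments was made from it.
The table lists 5604530 CpG cytosines, of which 5567714 lie on the 5 nuclear chromosomes. The lowest number of reads above 0 at any cytosine was 5, so the paper's coverage minimum of 5 reads was already met by every covered cytosine. Of the nuclear cytosines, 5465516 (98.2%) were covered, with a median of 58 reads, and 102198 (1.84%) had no reads. Over the covered nuclear cytosines, 89300660 of 335886882 calls were methylated, which gave a nuclear CpG methylation level of 26.6% (95% Wilson interval 26.58 to 26.59%). This interval and all others from the table cover counting error only. They treat calls as independent, although a read that spans several CpGs gives a call at each, so they can be too narrow. Among the other ways of counting that were set in advance, leaving out the cytosines with more than 190 reads moved this level most, to 25.2%. Per cytosine, 68.6% of the covered nuclear cytosines were methylated in less than 25% of their reads, 3.81% in 25% to 75% and 27.6% in more than 75%. With the paper's minimum of 25%, 1715516 nuclear CpG cytosines (31.4%) counted as methylated. In the chloroplast genome, 465715 of 126754233 calls were methylated (0.367%, interval 0.366 to 0.368%).

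**Figure D1:**
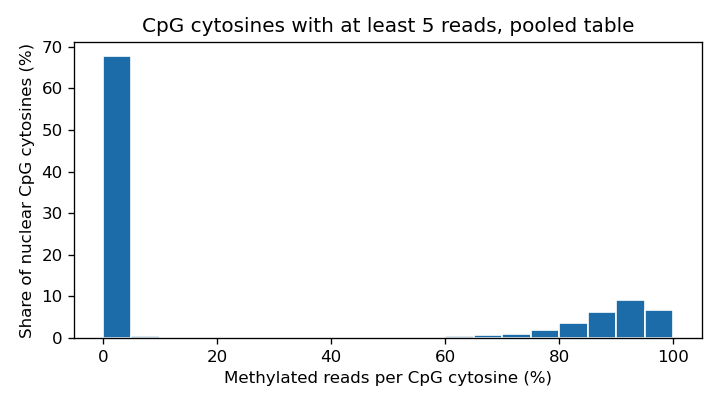
Share of the nuclear CpG cytosines with at least 5 reads (y axis, %) by their methylation level in the pooled table (x axis, methylated reads in % of all reads, in steps of 5 percentage points). Each bar is the share of cytosines in one step, and most cytosines sit at either end of the axis, with 3.81% between 25% and 75%.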

A binomial test was executed on the comprehensive genome cytosine report, derived from the Bismark Methyl Extractor, to identify cytosines that were significantly methylated across the entire genome (*Q* < 0.05) for each sample. This analysis considered the computed non-conversion rate and a 5% false-positive sequencing error rate. The mCs represent the absolute profile of methylation per sample. The methylation level of each cytosine was defined as percentage of reads supporting methylation call to total number of reads covering that cytosine. These methylated cytosines were identified as cytosine with a methylation percentage of at least 25% and which were covered by five reads and these were converted to the bedGraph format for visualization. These methylated cytosines were further annotated against the *Arabidopsis thaliana* gene annotation file using BEDTools (ver. 2.28.0) [65]. The detailed pipeline of bisulfite sequencing is shown in Supplementary Figure S1. The summary statistics of methylation data are shown in Supplementary Table S1.

### 4.6. Differential Methylation Analysis

The mapped files generated using Bismark were used to call for differential profiles in terms of differentially methylated cytosines (DMCs). To identify the differential methylation profile between the samples, pair-wise comparison was performed for each cytosine methylation context (CpG, CHG or CHH) using four datasets: pathogen inoculation versus control (XvsC), nanoparticle application versus control (CNPs-SAvsC), pathogen inoculation and nanoparticle application versus pathogen inoculation (CNPs-SA/XvsX), and nanoparticle application versus pathogen inoculation (CNPs-SAvsΧ). The differential methylation annotation and analysis was performed using the R package methylKit [66]. Only those mCs which were covered by a minimum of 5 reads with Q > 30 in each comparison set were considered for analysis. The coverage of each cytosine was normalized using the ‘normalizeCoverage’ option to ensure accuracy in comparisons. The differential methylation was then called using logistic regression controlling for overdispersion (variability among samples). The significance of the differential methylation was assessed using Fisher’s exact test (*p* < 0.05) and corrected for multiple comparisons. Methylation percentage was estimated as 100 * (methylated cytosine/(methylated cytosine + unmethylated cytosine)) for every cytosine in each of the three methylation contexts. The sites that had methylation percentage difference greater than 25% and an FDR < 0.05 were considered as differentially methylated. This is a commonly used strict threshold to ensure both statistical significance and biological importance to comparisons. The DMCs were identified and analyzed separately for each cytosine methylation context. For DMR identification, only regions with a minimum of fifteen (15) cytosines and a frequency (number of methylated cytosines per total cytosines on DMR length) higher than 0.2 were kept for further analysis.

### 4.7. Protein Differential Expression

The protein extraction, digestion and identification have been previously described [25]. Twelve replicates were used for each sample group (4 biological x 3 technical replicates). The results generated were processed statistically and visualized in the Perseus software (1.6.15.0) [67]. Values were log2 transformed, a threshold of 70% of valid values in at least one group was applied and the missing values were replaced from normal distribution. For statistical analysis, Student’s *t*-test was performed, and permutation-based FDR was calculated.

## Figures and Tables

**Figure 3:**
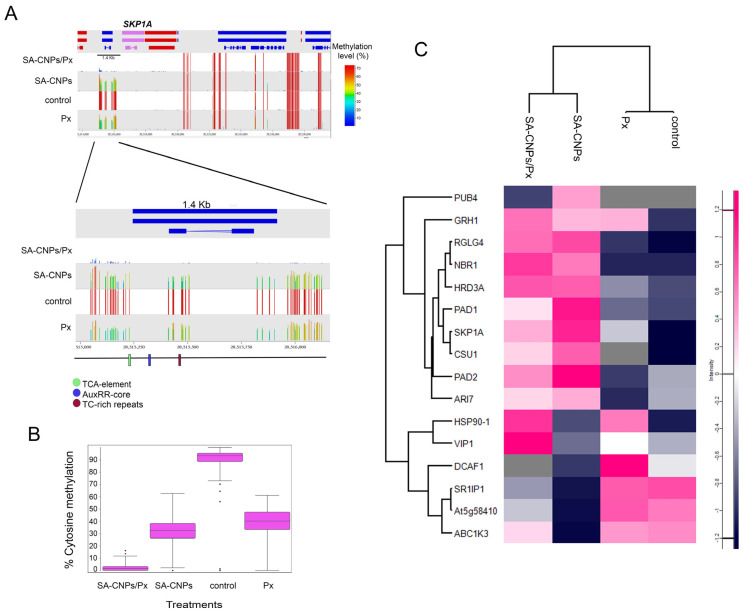
Distribution of DNA methylation and cis-element annotation of the hypomethylated *SKP1A* DMR across treatments and relative protein expression. (**A**) Up: SeqMonk screenshot of a 1.5 Mb region of Arabidopsis chromosome 1 depicting the methylated cytosines. Genes and mRNA are shown in red or blue depending on their direction of transcription (forward and reverse, respectively). The examined *SKP1A* gene is shown in pink. Each color-coded vertical bar in the screenshot represents the methylation value of each methylated cytosine. Down: The zoomed-in view shows methylation over the 1.4 Kb promoter region of the *SKP1A* gene. Each vertical bar represents a single cytosine on the array. The colored boxes on the horizontal black line represent the identified defense-related cis-elements in the selected region. (**B**) Box and whisker plots showing total DNA methylation percentages of the examined *SKP1A* promoter region. The line across the middle of the box shows the median, the upper and lower extremities of the box show the 25th and 75th percentile of the set of data, and the upper and lower black whiskers show the median plus/minus the interquartile (25–75%) range multiplied by 2. Individual points which fall outside this range are shown as filled circles and represent single outlier tiles. (**C**) Heatmap plot, generated with Perseus software (ver. 1.6.15.0), of the indicated expressions of proteins related to E3 ubiquitination. The vertical-colored bar on the right of each plot indicates the value intensity depicting the direction of protein expression as upregulated or downregulated.

**Figure 6:**
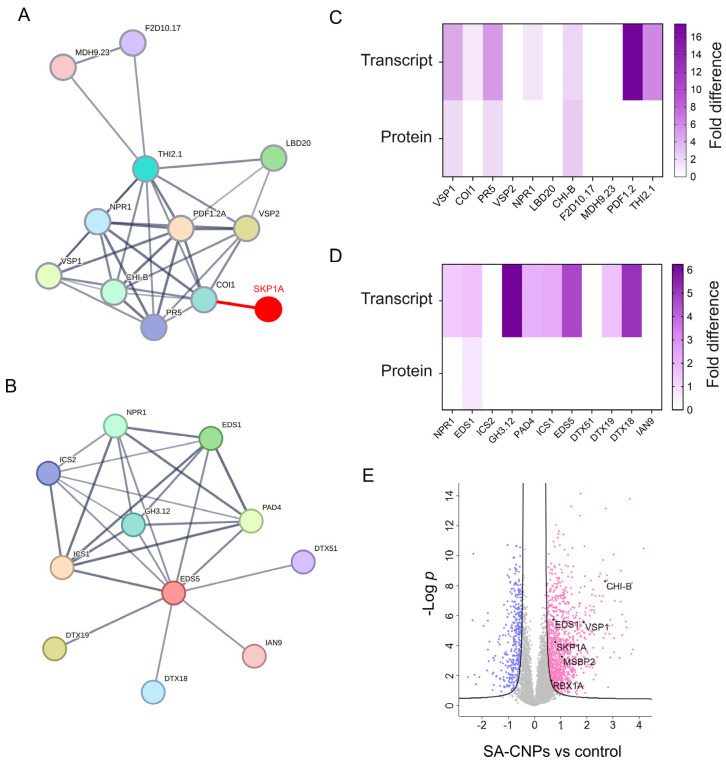
(**A**,**B**) STRING protein–protein interaction (PPI) networks of Arabidopsis THI2.1 (**A**) and EDS5 (**B**) with nine primary associating interactors. Each PPI showed enrichment *p*-value: < 1.0 × 10^−16^. The network nodes are proteins. The edges represent the predicted functional associations; darker edge color represents stronger interaction. The red node and edge in (**A**) show the interaction of SKP1A with COI1 of the network. (**C**,**D**) Heatmap plots, indicating the expressions of the examined genes at transcript and protein level. The vertical-colored bar on the right of each plot indicates the value intensity depicting the direction of expression as upregulated or downregulated. (**E**) Volcano plot, generated with Perseus software (ver 1.6.15.0), of the differentially expressed proteins (DEPs). The log fold change is plotted on the *x*-axis (downregulated proteins with blue color, upregulated with pink) and the negative log10 *p*-value is plotted on the *y*-axis.

## Data Availability

The raw sequencing data generated in this study have been deposited in the GEO repository under the accession number GSE319280.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms27041935/s1.

# Supplementary material for: A Genome-Wide DNA Methylation Survey Reveals Salicylic Acid-Induced Distinct Hypomethylation Linked to Defense Responses Against Biotrophic Pathogens
**Source:** Int J Mol Sci. 2026 Feb 18;27(4):1935. doi: 10.3390/ijms27041935
**Supplement:** Supplementary file 1

**Supplementary Table S1.** Summary statistics of methylation mapping. Control: untreated plants, SA-CNPs: plants treated with salicylic acid loaded on chitosan nanoparticles, Px: plants treated with *Podosphaera xanthii* conidial suspension, SA-CNPs/Px plants with both treatments.

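The CG column of Supplementary Table S1 gives the share of methylated calls among all CpG calls of a sample. Over every call of the authors' pooled CpG table, organelle genomes included, 90203392 of 473526412 calls were methylated, a level of 19.0%. No covered cytosine of the pooled table has fewer than 5 reads, and whether the values of Table S1 include cytosines with fewer is not stated. The chloroplast genome took 26.8% of these calls and the mitochondrial genome 2.30%. The paper's reported CG values for its 8 samples lie between 18.85 and 20.1%. The libraries behind the pooled table are not known, so its value belongs to none of the rows.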

| Sample       | Total read pairs (RP) | Paired-end alignments with a unique best hit | Mapping efficiency (%) | Methylation context % |      |      |
|--------------|-----------------------|----------------------------------------------|------------------------|-----------------------|------|------|
|              |                       |                                              |                        | CG                    | CHG  | CHH  |
| Control_1    | 45,224,124            | 26,261,247                                   | 58.10                  | 19.6                  | 6.6  | 1.57 |
| Control_2    | 43,852,025            | 24,351,475                                   | 55.60                  | 19.8                  | 6.9  | 1.85 |
| SA-CNPs_1    | 49,131,536            | 28,051,962                                   | 57.1                   | 19.35                 | 6.4  | 1.85 |
| SA-CNPs_2    | 41,077,223            | 20,293,182                                   | 49.5                   | 19                    | 6.3  | 1.75 |
| Px_1         | 37,701,050            | 22,433,919                                   | 59.55                  | 18.85                 | 5.9  | 1.7  |
| Px_2         | 33,001,268            | 19,526,778                                   | 59.15                  | 19.85                 | 5.7  | 1.6  |
| SA-CNPs/Px_1 | 47,760,217            | 26,913,162                                   | 56.4                   | 19.1                  | 6.2  | 1.65 |
| SA-CNPs/Px_2 | 40,304,356            | 20,020,238                                   | 49.7                   | 20.1                  | 6.65 | 1.85 |

# Supplementary material for: A Genome-Wide DNA Methylation Survey Reveals Salicylic Acid-Induced Distinct Hypomethylation Linked to Defense Responses Against Biotrophic Pathogens
**Source:** Int J Mol Sci. 2026 Feb 18;27(4):1935. doi: 10.3390/ijms27041935
**Supplement:** Supplementary file 1

**Supplementary table S2.** List of identified retrotransposons in the Px vs control and SA-CNPs vs control comparisons.

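The table counts DMCs per transposon locus, separately for each comparison. The copy used here lists 7 loci for SA-CNPs vs control and 98 for Px vs control, of the paper's reported 99, and 3 loci stand in both lists. All of them carry the biotype pseudogene in the RefSeq annotation of TAIR10.1. In the authors' pooled CpG table, whose condition is not known, the 7 loci for SA-CNPs vs control had a median CpG methylation level of 84.8% over the annotated locus, and 5 of them were above 75%. With so few loci, the 95% interval of this median, from the binomial distribution of ranks, spans their whole range, 6.82 to 90.1%. The 98 loci for Px vs control had a median of 88.1% (95% interval 87.1 to 88.7%) and a range of 82.3 to 91.8%. The paper reports its Px differences in the CHG context, so these CpG levels do not measure the context of that list's DMCs. For comparison, the median over the 4741 covered pseudogenes of the annotation was 87.5%, and over the 27262 covered protein-coding genes it was 4.71%.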

| Px vs control |            |                                                                                                                                                            | SA-CNPs vs control |            |                                                                                                                                                           |
|---------------|------------|------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------|------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------|
| Gene          | No of DMCs | Description                                                                                                                                                | Gene               | No of DMCs | Description                                                                                                                                               |
| AT1G40101     | 25         | gypsy-like retrotransposon family (Athila), has a 5.6e-152 P-value blast match to GB:CAA57397 Athila ORF 1 (Arabidopsis thaliana)                          | AT2G06400          | 30         | non-LTR retrotransposon family (LINE), has a 1.2e-27 P-value blast match to GB:NP_038603 L1 repeat, Tf subfamily, member 23 (LINE-element) (Mus musculus) |
| AT5G43800     | 24         | copia-like retrotransposon family, has a 0. P-value blast match to gb AAG52949  gag/pol polyprotein (Endovir1-1) (Arabidopsis thaliana) (Ty1_Copia-family) | AT1G43940          | 28         | similar to unknown protein [Arabidopsis thaliana] (TAIR:AT3G42540); similar to Retrotransposon gag protein [Medicago truncatula] (GB:ABE81001)            |
| AT5G43415     | 24         | non-LTR retrotransposon family (LINE), has a 6.5e-36 P-value blast match to GB:NP_038605 L1 repeat, Tf subfamily, member 30 (LINE-element) (Mus musculus)  | AT1G33817          | 22         | copia-like retrotransposon family, has a 8e-100 P-value blast match to gb AAO73521  gag-pol polyprotein (Glycine max) (SIRE1) (Ty1_Copia-family)          |
| AT5G07215     | 24         | non-LTR retrotransposon family (LINE), has a 6.9e-34 P-value blast match to GB:NP_038605 L1 repeat, Tf subfamily, member 30 (LINE-element) (Mus musculus)  | AT5G35935          | 21         | copia-like retrotransposon family, has a 2.0e-232 P-value blast match to GB:CAA72989 open reading frame 1 (Ty1_Copia-element) (Brassica oleracea)         |
| AT1G36520     | 24         | gypsy-like retrotransposon family (Athila), has a 4.4e-307 P-value blast match to GB:CAA57397 Athila ORF 1 (Arabidopsis thaliana)                          | AT2G16840          | 18         | copia-like retrotransposon family, has a 7.7e-06 P-value blast match to GB:AAC64917 gag-pol polyprotein (Ty1_Copia-element) (Glycine max)                 |
| AT1G35790     | 24         | gypsy-like retrotransposon family (Athila), has a 1.3e-42 P-value blast match to GB:CAA57397 Athila ORF 1 (Arabidopsis thaliana)                           | AT3G31970          | 16         | gypsy-like retrotransposon family, has a 5.3e-294 P-value blast match to GB:AAD27547 polyprotein (Gypsy_Ty3-element) (Oryza sativa subsp. indica)         |
| AT2G12340     | 23         | non-LTR retrotransposon family (LINE), has a 2.6e-31 P-value blast match to GB:NP_038605 L1 repeat, Tf subfamily, member 30 (LINE-element) (Mus musculus)  | AT1G36185          | 15         | copia-like retrotransposon family, has a 0. P-value blast match to GB:CAA72989 open reading frame 1 (Ty1_Copia-element) (Brassica oleracea)               |
| AT1G37669     | 23         | gypsy-like retrotransposon family (Athila), has a 2.0e-258 P-value blast                                                                                   |                    |            |                                                                                                                                                           |

|           |    |                                                                                                                                                                                                                                                                         |  |  |  |
|-----------|----|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--|--|--|
|           |    | match to GB:CAA57397 Athila ORF 1 ( <i>Arabidopsis thaliana</i> )                                                                                                                                                                                                       |  |  |  |
| AT1G36305 | 23 | gypsy-like retrotransposon family, has a 0. P-value blast match to GB:AAD27547 polyprotein (Gypsy_Ty3-element) ( <i>Oryza sativa</i> subsp. <i>indica</i> )                                                                                                             |  |  |  |
| AT5G34849 | 22 | gypsy-like retrotransposon family, has a 1.5e-166 P-value blast match to GB:AAD27547 polyprotein (Gypsy_Ty3-element) ( <i>Oryza sativa</i> subsp. <i>indica</i> )                                                                                                       |  |  |  |
| AT2G14180 | 22 | gypsy-like retrotransposon family (Athila), has a 3.3e-307 P-value blast match to GB:CAA57397 Athila ORF 1 ( <i>Arabidopsis thaliana</i> )                                                                                                                              |  |  |  |
| AT1G41730 | 22 | gypsy-like retrotransposon family (Athila), has a 1.7e-253 P-value blast match to GB:CAA57397 Athila ORF 1 ( <i>Arabidopsis thaliana</i> )                                                                                                                              |  |  |  |
| AT5G29577 | 21 | gypsy-like retrotransposon family, has a 2.9e-17 P-value blast match to GB:BAA84458 GAG-POL precursor (gypsy_Ty3-element) ( <i>Oryza sativa</i> )gi 5902445 dbj BAA84458  GAG-POL precursor ( <i>Oryza sativa</i> (japonica cultivar-group)) (RIRE2) (Gypsy_Ty3-family) |  |  |  |
| AT4G15590 | 21 | non-LTR retrotransposon family (LINE), has a 1.5e-50 P-value blast match to GB:AAA67727 reverse transcriptase (LINE-element) ( <i>Mus musculus</i> )                                                                                                                    |  |  |  |
| AT4G05585 | 21 | gypsy-like retrotransposon family, has a 4e-315 P-value blast match to GB:AAD27547 polyprotein (Gypsy_Ty3-element) ( <i>Oryza sativa</i> subsp. <i>indica</i> )                                                                                                         |  |  |  |
| AT3G57586 | 21 | non-LTR retrotransposon family (LINE), has a 7.8e-42 P-value blast match to GB:NP_038605 L1 repeat, Tf subfamily, member 30 (LINE-element) ( <i>Mus musculus</i> )                                                                                                      |  |  |  |
| AT3G44796 | 21 | gypsy-like retrotransposon family, has a 2.2e-307 P-value blast match to GB:AAD27547 polyprotein (Gypsy_Ty3-element) ( <i>Oryza sativa</i> subsp. <i>indica</i> )                                                                                                       |  |  |  |
| AT3G29076 | 21 | gypsy-like retrotransposon family, has a 9e-318 P-value blast match to GB:AAD27547 polyprotein (Gypsy_Ty3-element) ( <i>Oryza sativa</i> subsp. <i>indica</i> )                                                                                                         |  |  |  |
| AT2G14796 | 21 | non-LTR retrotransposon family (LINE), has a 1.7e-05 P-value blast match to GB:NP_038605 L1 repeat, Tf subfamily, member 30 (LINE-element) ( <i>Mus musculus</i> )                                                                                                      |  |  |  |
| AT1G30340 | 21 | copia-like retrotransposon family, has a 0. P-value blast match to GB:CAA72989 open reading frame 1                                                                                                                                                                     |  |  |  |

|           |    |                                                                                                                                                                    |  |  |  |
|-----------|----|--------------------------------------------------------------------------------------------------------------------------------------------------------------------|--|--|--|
|           |    | (Ty1_Copia-element) ( <i>Brassica oleracea</i> )                                                                                                                   |  |  |  |
| AT5G35113 | 20 | gypsy-like retrotransposon family, has a 2.8e-276 P-value blast match to GB:AAD27547 polyprotein (Gypsy_Ty3-element) ( <i>Oryza sativa</i> subsp. <i>indica</i> )  |  |  |  |
| AT5G27925 | 20 | copia-like retrotransposon family, has a 9.0e-249 P-value blast match to GB:AAC02666 polyprotein (Ty1_Copia-element) ( <i>Arabidopsis thaliana</i> )               |  |  |  |
| AT3G33058 | 20 | gypsy-like retrotransposon family (Athila), has a 2.4e-112 P-value blast match to GB:CAA57397 Athila ORF 1 ( <i>Arabidopsis thaliana</i> )                         |  |  |  |
| AT1G43150 | 20 | non-LTR retrotransposon family (LINE), has a 5.3e-25 P-value blast match to GB:NP_038603 L1 repeat, Tf subfamily, member 23 (LINE-element) ( <i>Mus musculus</i> ) |  |  |  |
| AT5G35935 | 19 | copia-like retrotransposon family, has a 2.0e-232 P-value blast match to GB:CAA72989 open reading frame 1 (Ty1_Copia-element) ( <i>Brassica oleracea</i> )         |  |  |  |
| AT2G19840 | 19 | copia-like retrotransposon family, has a 3.5e-301 P-value blast match to GB:CAA31653 polyprotein (Ty1_Copia-element) ( <i>Arabidopsis thaliana</i> )               |  |  |  |
| AT2G13830 | 19 | gypsy-like retrotransposon family, has a 4.4e-283 P-value blast match to GB:AAD22153 polyprotein (Gypsy_Ty3-element) ( <i>Sorghum bicolor</i> )                    |  |  |  |
| AT2G01840 | 19 | non-LTR retrotransposon family (LINE), has a 9.6e-34 P-value blast match to GB:NP_038607 L1 repeat, Tf subfamily, member 9 (LINE-element) ( <i>Mus musculus</i> )  |  |  |  |
| AT1G42320 | 19 | gypsy-like retrotransposon family, has a 4.9e-261 P-value blast match to GB:AAD27547 polyprotein (Gypsy_Ty3-element) ( <i>Oryza sativa</i> subsp. <i>indica</i> )  |  |  |  |
| AT5G32345 | 18 | gypsy-like retrotransposon family (Athila), has a 2.2e-183 P-value blast match to GB:CAA57397 Athila ORF 1 ( <i>Arabidopsis thaliana</i> )                         |  |  |  |
| AT4G17450 | 18 | copia-like retrotransposon family, has a 1.4e-306 P-value blast match to GB:CAA72989 open reading frame 1 (Ty1_Copia-element) ( <i>Brassica oleracea</i> )         |  |  |  |
| AT4G08078 | 18 | gypsy-like retrotransposon family (Athila), has a 4.6e-276 P-value blast match to GB:CAA57397 Athila ORF 1 ( <i>Arabidopsis thaliana</i> )                         |  |  |  |
| AT3G43307 | 18 | gypsy-like retrotransposon family, has a 1.6e-72 P-value blast match to                                                                                            |  |  |  |

|           |    |                                                                                                                                                                                |  |  |  |
|-----------|----|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--|--|--|
|           |    | GB:BAA84458 GAG-POL precursor (gypsy_Ty3-element) (Oryza sativa)gi 5902445 dbj BAA84458  GAG-POL precursor (Oryza sativa (japonica cultivar-group)) (RIRE2) (Gypsy_Ty3-family) |  |  |  |
| AT3G31630 | 18 | gypsy-like retrotransposon family, has a 4.6e-319 P-value blast match to GB:AAD27547 polyprotein (Gypsy_Ty3-element) (Oryza sativa subsp. indica)                              |  |  |  |
| AT3G30749 | 18 | gypsy-like retrotransposon family (Athila), has a 9.4e-205 P-value blast match to GB:CAA57397 Athila ORF 1 (Arabidopsis thaliana)                                              |  |  |  |
| AT2G14940 | 18 | non-LTR retrotransposon family (LINE), has a 3e-37 P-value blast match to GB:NP_038602 L1 repeat, Tf subfamily, member 18 (LINE-element) (Mus musculus)                        |  |  |  |
| AT2G10250 | 18 | gypsy-like retrotransposon family (Athila), has a 2.0e-157 P-value blast match to GB:CAA57397 Athila ORF 1 (Arabidopsis thaliana)                                              |  |  |  |
| AT2G06400 | 18 | non-LTR retrotransposon family (LINE), has a 1.2e-27 P-value blast match to GB:NP_038603 L1 repeat, Tf subfamily, member 23 (LINE-element) (Mus musculus)                      |  |  |  |
| AT1G37735 | 18 | gypsy-like retrotransposon family (Athila), has a 4.9e-189 P-value blast match to GB:CAA57397 Athila ORF 1 (Arabidopsis thaliana)                                              |  |  |  |
| AT1G36035 | 18 | copia-like retrotransposon family, has a 0. P-value blast match to gb AAO73523  gag-pol polyprotein (Glycine max) (SIRE1) (Ty1_Copia-family)                                   |  |  |  |
| AT1G31030 | 18 | non-LTR retrotransposon family (LINE), has a 1.0e-41 P-value blast match to GB:NP_038603 L1 repeat, Tf subfamily, member 23 (LINE-element) (Mus musculus)                      |  |  |  |
| AT1G22560 | 18 | non-LTR retrotransposon family (LINE), has a 9.4e-20 P-value blast match to GB:BAA20419 reverse transcriptase (LINE-element) (Mus musculus)                                    |  |  |  |
| AT5G28405 | 17 | non-LTR retrotransposon family (LINE), has a 7.9e-30 P-value blast match to GB:AAA67727 reverse transcriptase (LINE-element) (Mus musculus)                                    |  |  |  |
| AT4G21360 | 17 | copia-like retrotransposon family, has a 0. P-value blast match to GB:CAA31653 polyprotein (Ty1_Copia-element) (Arabidopsis thaliana)                                          |  |  |  |
| AT4G11375 | 17 | copia-like retrotransposon family, has a 5.3e-183 P-value blast match to GB:AAA57005 Hopscotch                                                                                 |  |  |  |

|           |    |                                                                                                                                                                      |  |  |  |
|-----------|----|----------------------------------------------------------------------------------------------------------------------------------------------------------------------|--|--|--|
|           |    | polyprotein (Ty1_Copia-element) (Zea mays)                                                                                                                           |  |  |  |
| AT4G04050 | 17 | gypsy-like retrotransposon family, has a 2.2e-207 P-value blast match to GB:AAD11615 prpol (gypsy_Ty3-element) (Zea mays)                                            |  |  |  |
| AT4G04000 | 17 | non-LTR retrotransposon family (LINE), has a 2.6e-39 P-value blast match to GB:AAB41224 ORF2 (LINE-element) (Rattus norvegicus)                                      |  |  |  |
| AT4G03800 | 17 | gypsy-like retrotransposon family, has a 1.5e-125 P-value blast match to GB:AAD19359 polyprotein (gypsy_Ty3-element) (Sorghum bicolor)                               |  |  |  |
| AT4G03795 | 17 | gypsy-like retrotransposon family (Athila), has a 2.2e-111 P-value blast match to GB:CAA57397 Athila ORF 1 (Arabidopsis thaliana)                                    |  |  |  |
| AT3G46183 | 17 | copa-like retrotransposon family, has a 2.7e-230 P-value blast match to GB:AAA57005 Hopscotch polyprotein (Ty1_Copia-element) (Zea mays)                             |  |  |  |
| AT3G33069 | 17 | gypsy-like retrotransposon family (Athila), has a 1.6e-294 P-value blast match to GB:CAA57397 Athila ORF 1 (Arabidopsis thaliana)                                    |  |  |  |
| AT3G30410 | 17 | copa-like retrotransposon family, has a 5.4e-26 P-value blast match to gb AAG52950  putative envelope protein (Endovir1-1) (Arabidopsis thaliana) (Ty1_Copia-family) |  |  |  |
| AT3G28915 | 17 | non-LTR retrotransposon family (LINE), has a 7.3e-24 P-value blast match to GB:NP_038605 L1 repeat, Tf subfamily, member 30 (LINE-element) (Mus musculus)            |  |  |  |
| AT2G15870 | 17 | copa-like retrotransposon family, has a 0. P-value blast match to GB:CAA72989 open reading frame 1 (Ty1_Copia-element) (Brassica oleracea)                           |  |  |  |
| AT2G10660 | 17 | gypsy-like retrotransposon family (Athila), has a 4.3e-277 P-value blast match to GB:CAA57397 Athila ORF 1 (Arabidopsis thaliana)                                    |  |  |  |
| AT2G10510 | 17 | copa-like retrotransposon family, has a 2.5e-94 P-value blast match to gb AAG52949  gag/pol polyprotein (Endovir1-1) (Arabidopsis thaliana) (Ty1_Copia-family)       |  |  |  |
| AT2G05935 | 17 | non-LTR retrotransposon family (LINE), has a 3.9e-28 P-value blast match to GB:NP_038607 L1 repeat, Tf subfamily, member 9 (LINE-element) (Mus musculus)             |  |  |  |
| AT1G25430 | 17 | non-LTR retrotransposon family (LINE), has a 8.0e-45 P-value blast match to GB:NP_038607 L1 repeat,                                                                  |  |  |  |

|           |    |                                                                                                                                                                                    |  |  |  |
|-----------|----|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--|--|--|
|           |    | Tf subfamily, member 9 (LINE-element) (Mus musculus)                                                                                                                               |  |  |  |
| AT1G24640 | 17 | non-LTR retrotransposon family (LINE), has a 4.3e-37 P-value blast match to GB:NP_038602 L1 repeat, Tf subfamily, member 18 (LINE-element) (Mus musculus)                          |  |  |  |
| AT5G33050 | 16 | gypsy-like retrotransposon family (Athila), has a 6.2e-129 P-value blast match to gb AAL06421 AF378079_1 reverse transcriptase (Athila4) (Arabidopsis thaliana) (Gypsy_Ty3-family) |  |  |  |
| AT5G28545 | 16 | non-LTR retrotransposon family (LINE), has a 2.7e-08 P-value blast match to GB:AAB41224 ORF2 (LINE-element) (Rattus norvegicus)                                                    |  |  |  |
| AT5G24915 | 16 | non-LTR retrotransposon family (LINE), has a 3e-38 P-value blast match to GB:NP_038603 L1 repeat, Tf subfamily, member 23 (LINE-element) (Mus musculus)                            |  |  |  |
| AT4G08275 | 16 | gypsy-like retrotransposon family (Athila), has a 3.3e-99 P-value blast match to GB:CAA57397 Athila ORF 1 (Arabidopsis thaliana)                                                   |  |  |  |
| AT4G05556 | 16 | gypsy-like retrotransposon family (Athila), has a 1.2e-223 P-value blast match to GB:CAA57397 Athila ORF 1 (Arabidopsis thaliana)                                                  |  |  |  |
| AT3G44605 | 16 | non-LTR retrotransposon family (LINE), has a 9e-38 P-value blast match to GB:AAB41224 ORF2 (LINE-element) (Rattus norvegicus)                                                      |  |  |  |
| AT3G42715 | 16 | gypsy-like retrotransposon family (Athila), has a 4.4e-209 P-value blast match to GB:CAA57397 Athila ORF 1 (Arabidopsis thaliana)                                                  |  |  |  |
| AT3G42313 | 16 | gypsy-like retrotransposon family, has a 7.2e-227 P-value blast match to GB:AAD27547 polyprotein (Gypsy_Ty3-element) (Oryza sativa subsp. indica)                                  |  |  |  |
| AT3G30708 | 16 | gypsy-like retrotransposon family, has a 4.3e-90 P-value blast match to gb AAL06420 AF378078_1 reverse transcriptase (Arabidopsis thaliana) (Gypsy_Ty3-family)                     |  |  |  |
| AT2G12760 | 16 | gypsy-like retrotransposon family, has a 5.3e-303 P-value blast match to GB:AAD27547 polyprotein (Gypsy_Ty3-element) (Oryza sativa subsp. indica)                                  |  |  |  |
| AT2G09870 | 16 | gypsy-like retrotransposon family (Athila), has a 5.6e-224 P-value blast match to GB:CAA57397 Athila ORF 1 (Arabidopsis thaliana)                                                  |  |  |  |
| AT1G70010 | 16 | copia-like retrotransposon family, has a 3.2e-289 P-value blast match to GB:CAA72989 open reading frame 1                                                                          |  |  |  |

|           |    |                                                                                                                                                                               |  |  |  |
|-----------|----|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--|--|--|
|           |    | (Ty1_Copia-element) ( <i>Brassica oleracea</i> )                                                                                                                              |  |  |  |
| AT1G36720 | 16 | gypsy-like retrotransposon family, has a 2.3e-308 P-value blast match to GB:AAD27547 polyprotein (Gypsy_Ty3-element) ( <i>Oryza sativa</i> subsp. <i>indica</i> )             |  |  |  |
| AT5G38705 | 15 | gypsy-like retrotransposon family, has a 4.4e-305 P-value blast match to GB:AAD27547 polyprotein (Gypsy_Ty3-element) ( <i>Oryza sativa</i> subsp. <i>indica</i> )             |  |  |  |
| AT5G35535 | 15 | non-LTR retrotransposon family (LINE), has a 2.2e-31 P-value blast match to GB:NP_038604 L1 repeat, Tf subfamily, member 26 (LINE-element) ( <i>Mus musculus</i> )            |  |  |  |
| AT5G29032 | 15 | gypsy-like retrotransposon family (Athila), has a 2e-191 P-value blast match to GB:CAA57397 Athila ORF 1 ( <i>Arabidopsis thaliana</i> )                                      |  |  |  |
| AT5G26236 | 15 | gypsy-like retrotransposon family, has a 3.5e-307 P-value blast match to GB:AAD27547 polyprotein (Gypsy_Ty3-element) ( <i>Oryza sativa</i> subsp. <i>indica</i> )             |  |  |  |
| AT4G08138 | 15 | gypsy-like retrotransposon family, has a 5.7e-299 P-value blast match to GB:AAD27547 polyprotein (Gypsy_Ty3-element) ( <i>Oryza sativa</i> subsp. <i>indica</i> )             |  |  |  |
| AT4G07830 | 15 | gypsy-like retrotransposon family, has a 6.3e-159 P-value blast match to GB:CAA73042 polyprotein (Gypsy_Ty3-element) ( <i>Ananas comosus</i> )                                |  |  |  |
| AT4G06684 | 15 | copa-like retrotransposon family, has a 4.2e-22 P-value blast match to gb AAG52950  putative envelope protein (Endovir1-1) ( <i>Arabidopsis thaliana</i> ) (Ty1_Copia-family) |  |  |  |
| AT4G06506 | 15 | gypsy-like retrotransposon family (Athila), has a 3e-255 P-value blast match to GB:CAA57397 Athila ORF 1 ( <i>Arabidopsis thaliana</i> )                                      |  |  |  |
| AT4G05073 | 15 | copa-like retrotransposon family, has a 5e-300 P-value blast match to GB:CAA31653 polyprotein (Ty1_Copia-element) ( <i>Arabidopsis thaliana</i> )                             |  |  |  |
| AT4G04550 | 15 | copa-like retrotransposon family, has a 1.9e-10 P-value blast match to gb AAG52950  putative envelope protein (Endovir1-1) ( <i>Arabidopsis thaliana</i> ) (Ty1_Copia-family) |  |  |  |
| AT3G43304 | 15 | gypsy-like retrotransposon family (Athila), has a 5e-231 P-value blast match to GB:CAA57397 Athila ORF 1 ( <i>Arabidopsis thaliana</i> )                                      |  |  |  |
| AT3G42545 | 15 | non-LTR retrotransposon family (LINE), has a 5.5e-26 P-value blast                                                                                                            |  |  |  |

|           |    |                                                                                                                                                                                                                                                          |  |  |  |
|-----------|----|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--|--|--|
|           |    | match to GB:NP_038605 L1 repeat, Tf subfamily, member 30 (LINE-element) ( <i>Mus musculus</i> )                                                                                                                                                          |  |  |  |
| AT3G42431 | 15 | gypsy-like retrotransposon family (Athila), has a 1.5e-78 P-value blast match to GB:CAA57397 Athila ORF 1 ( <i>Arabidopsis thaliana</i> )                                                                                                                |  |  |  |
| AT3G33084 | 15 | gypsy-like retrotransposon family, has a 1.6e-186 P-value blast match to GB:AAD22153 polyprotein (Gypsy_Ty3-element) ( <i>Sorghum bicolor</i> )                                                                                                          |  |  |  |
| AT3G30213 | 15 | gypsy-like retrotransposon family (Athila), has a 3.2e-53 P-value blast match to GB:CAA57397 Athila ORF 1 ( <i>Arabidopsis thaliana</i> )                                                                                                                |  |  |  |
| AT3G28153 | 15 | non-LTR retrotransposon family (LINE), has a 1.3e-30 P-value blast match to GB:AAB41224 ORF2 (LINE-element) ( <i>Rattus norvegicus</i> )                                                                                                                 |  |  |  |
| AT3G26614 | 15 | non-LTR retrotransposon family (LINE), has a 3.0e-39 P-value blast match to GB:NP_038607 L1 repeat, Tf subfamily, member 9 (LINE-element) ( <i>Mus musculus</i> )                                                                                        |  |  |  |
| AT2G14190 | 15 | gypsy-like retrotransposon family (Athila), has a 8.5e-177 P-value blast match to GB:CAA57397 Athila ORF 1 ( <i>Arabidopsis thaliana</i> )                                                                                                               |  |  |  |
| AT2G13490 | 15 | non-LTR retrotransposon family (LINE), has a 3.3e-19 P-value blast match to GB:NP_038607 L1 repeat, Tf subfamily, member 9 (LINE-element) ( <i>Mus musculus</i> )                                                                                        |  |  |  |
| AT2G11450 | 15 | gypsy-like retrotransposon family (Athila), has a 1.7e-208 P-value blast match to GB:CAA57397 Athila ORF 1 ( <i>Arabidopsis thaliana</i> )                                                                                                               |  |  |  |
| AT2G04670 | 15 | gypsy-like retrotransposon family, has a 1.2e-313 P-value blast match to GB:AAD27547 polyprotein (Gypsy_Ty3-element) ( <i>Oryza sativa</i> subsp. <i>indica</i> )                                                                                        |  |  |  |
| AT1G43715 | 15 | copia-like retrotransposon family, has a 2.6e-130 P-value blast match to GB:BAA78424 polyprotein (Ty1_Copia-element) ( <i>Arabidopsis thaliana</i> )<br>gi 4996363 dbj BAA78424  polyprotein (AtRE2) ( <i>Arabidopsis thaliana</i> ) (Ty1_Copia-element) |  |  |  |
| AT1G43444 | 15 | gypsy-like retrotransposon family, has a 7.2e-242 P-value blast match to GB:AAD27547 polyprotein (Gypsy_Ty3-element) ( <i>Oryza sativa</i> subsp. <i>indica</i> )                                                                                        |  |  |  |
| AT1G42924 | 15 | copia-like retrotransposon family, has a 0. P-value blast match to gb AAG52949  gag/pol polyprotein (Endovir1-1) ( <i>Arabidopsis thaliana</i> ) (Ty1_Copia-family)                                                                                      |  |  |  |

|           |    |                                                                                                                                                      |  |  |  |
|-----------|----|------------------------------------------------------------------------------------------------------------------------------------------------------|--|--|--|
| AT1G36300 | 15 | gypsy-like retrotransposon family (Athila), has a 1e-218 P-value blast match to GB:CAA57397 Athila ORF 1 ( <i>Arabidopsis thaliana</i> )             |  |  |  |
| AT1G36185 | 15 | copia-like retrotransposon family, has a 0. P-value blast match to GB:CAA72989 open reading frame 1 (Ty1_Copia-element) ( <i>Brassica oleracea</i> ) |  |  |  |

# Supplementary material for: A Genome-Wide DNA Methylation Survey Reveals Salicylic Acid-Induced Distinct Hypomethylation Linked to Defense Responses Against Biotrophic Pathogens
**Source:** Int J Mol Sci. 2026 Feb 18;27(4):1935. doi: 10.3390/ijms27041935
**Supplement:** Supplementary file 1

**Supplementary Table S3.** Annotation of the functional genes associated with hypermethylated DMCs.

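The table pairs each gene with its number of DMCs, and its number column is headed hypo-DMCs although its title names hypermethylated DMCs. It lists 10 genes for SA-CNPs vs control, with 15 to 41 DMCs each, and none for Px vs control. The paper's definition of a DMC is a change of more than 25 percentage points, so a hypermethylated cytosine lies above 25% after the change. In the authors' pooled CpG table, whose condition is not known, 9 of the 10 genes had at least as many CpG cytosines at 25% or more as the paper's DMC number, counted over the gene and 1000 bp on either side. CAX9 (AT3G14070, chromosome 3, 4660944 to 4663363) had 59 such cytosines beside the paper's 41 DMCs, and AT1G31850 (chromosome 1, 11430100 to 11434115) had 114 beside the paper's 36. ETL1 (AT2G02090, chromosome 2, 523223 to 527068) had 110 beside the paper's 30, with a level of 32.4% over 18824 calls (95% Wilson interval 31.7 to 33.0%). The exception was LCR69 (AT2G02100, chromosome 2, 528179 to 529186), for which the paper's number is also 30. None of its 120 CpG cytosines reached 25%, and 24 of its 7841 calls were methylated (0.306%, interval 0.206 to 0.455%). With both strands of each CpG summed, 8 of the 10 genes had enough CpGs, and with flanks of 2000 bp all 10 had enough cytosines, LCR69 included. On its lower side, that flank of LCR69 reaches into ETL1, whose body had a level of 42.7%. Cytosines of ETL1 can therefore be counted for LCR69 as well. These counts take the pool as the state after the change. As the state before it, a gain needs a cytosine at 75% or less, and all 10 genes had enough. The median level of the 10 genes was 19.4%, at the 71.8th percentile of 10000 random gene lists matched on the number of covered CpG cytosines.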

| SA-CNPs vs control |                                                                          |                                                                                       |                 | Px vs control |             |          |                 |
|--------------------|--------------------------------------------------------------------------|---------------------------------------------------------------------------------------|-----------------|---------------|-------------|----------|-----------------|
| Locus              | Description                                                              | Function                                                                              | No of hypo-DMCs | Locus         | Description | Function | No of hypo-DMCs |
| AT3G14070          | cation exchanger 9 (CAX9)                                                |                                                                                       | 41              |               |             |          |                 |
| AT1G31850          | S-adenosyl-L-methionine-dependent methyltransferases superfamily protein |                                                                                       | 36              |               |             |          |                 |
| AT2G02090          | ETL1                                                                     | helicase activity, DNA binding, ATP binding, nucleic acid binding                     | 30              |               |             |          |                 |
| AT2G02100          | low-molecular-weight cysteine-rich 69 (LCR69)                            | peptidase inhibitor activity                                                          | 30              |               |             |          |                 |
| AT1G31870          | unknown protein                                                          | function unknown                                                                      | 20              |               |             |          |                 |
| AT1G32180          | cellulose synthase-like D6 (CSLD6)                                       | cellulose synthase activity, transferase activity, transferring glycosyl groups       | 19              |               |             |          |                 |
| AT4G04890          | protodermal factor 2 (PDF2)                                              | DNA binding, sequence-specific DNA binding transcription factor activity              | 17              |               |             |          |                 |
| AT1G20925          | Auxin efflux carrier family protein                                      | auxin:hydrogen symporter activity                                                     | 15              |               |             |          |                 |
| AT1G31860          | AT-IE                                                                    | phosphoribosyl-AMP cyclohydrolase activity, phosphoribosyl-ATP diphosphatase activity | 15              |               |             |          |                 |
| AT3G03060          | P-loop containing nucleoside triphosphate hydrolases superfamily protein | ATPase activity, zinc ion binding                                                     | 15              |               |             |          |                 |

# Supplementary material for: A Genome-Wide DNA Methylation Survey Reveals Salicylic Acid-Induced Distinct Hypomethylation Linked to Defense Responses Against Biotrophic Pathogens
**Source:** Int J Mol Sci. 2026 Feb 18;27(4):1935. doi: 10.3390/ijms27041935
**Supplement:** Supplementary file 1

**Supplementary Table S4.** Annotation of the functional genes associated with significant hypomethylated DMCs.

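The table holds one list of 56 genes for SA-CNPs vs control and one of 23 genes for Px vs control, with 4 genes in both. The first list was set against the authors' pooled CpG table, whose condition is not known, and 54 of its 56 identifiers were found in the RefSeq annotation of TAIR10.1. A cytosine that loses more than 25 percentage points ends below 75%. Counted over the gene and 1000 bp on either side, 52 of the 54 genes had at least as many CpG cytosines at 75% or less as the paper's DMC number, a count that a gene without methylation meets as well. With flanks of 2000 bp all 54 did. This count takes the pool as the state after the loss, which is not known. Taken as the state before it, a DMC needs 25% or more, and 34 of the 54 genes had enough such cytosines. AT1G75950 had 43 beside the paper's 92 DMCs with flanks of 1000 bp. In the 2000 bp before its lower coordinate, 86 cytosines lay at 25% to 75%, still fewer than 92. The size of its shortfall thus depends on the flank, but the longer stretch did not remove it. By the first count the exceptions with 1000 bp were AT5G38190 (chromosome 5, 15234188 to 15237906), with 13 such cytosines of 694 beside the paper's 20 DMCs, and the pseudogene AT3G30250 (chromosome 3, 11890759 to 11891432), with 12 of 126 beside the paper's 16. At AT4G32375 (chromosome 4, 15629115 to 15631690), where the paper's number is 69, none of the 172 CpG cytosines reached 25%. Of 9751 calls, 49 were methylated (0.503%, 95% Wilson interval 0.380 to 0.664%). The region that the paper gives for this gene is 5088 bp long, so the gene with flanks of 1000 bp cannot hold all of it.
The median CpG methylation level of the 54 genes was 15.4%, and the central 95% of the random gene lists, drawn as for Table S3, ran from 5.89 to 18.2%. This placed the list at the 89.2nd percentile, inside that range. With flanks of 2000 bp in place of 1000 bp the list lay outside it, at the 98.3rd percentile. With random lists of protein-coding genes alone, an alternative chosen after the data had been seen, it also lay outside, at the 98.8th. The median share of cytosines with an intermediate level, from 25% to 75%, was 6.89% per gene, above all 10000 random lists, whose median was 2.41%.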

# Supplementary material for: A Genome-Wide DNA Methylation Survey Reveals Salicylic Acid-Induced Distinct Hypomethylation Linked to Defense Responses Against Biotrophic Pathogens
**Source:** Int J Mol Sci. 2026 Feb 18;27(4):1935. doi: 10.3390/ijms27041935
**Supplement:** Supplementary file 1

**Supplementary Table S5.** List of the methylated regions, that contain the identified hypomethylated DMCs. The annotated differentially methylated regions (DMRs) show a mC / total C ratio more than 0.2.

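For each locus the table gives the number of hypomethylated DMCs, the length of the region that holds them, the number of cytosines in that region and the ratio of the 2 numbers. SKP1A (AT1G75950) lies on chromosome 1 of TAIR10.1 from 28516519 to 28517896. The annotation used here gives no strand, and its upstream side was taken from Fig. 3A. The 1091 bp directly before the gene, from 28515428 to 28516518, hold 68 CpG cytosines. Of their 3778 calls in the authors' pooled CpG table, 1278 were methylated (33.8%, 95% Wilson interval 32.3 to 35.4%). Over 1000, 1400 and 2000 bp the level stayed between 34.0 and 34.7%. The condition of the pooled table is not known, so this level stands for none of the treatments.
With a block defined, after the data had been seen, as at least 20 cytosines at 15% to 85%, the methylated cytosines formed one block from 28515048 to 28516124, a length of 1077 bp, that ends 394 bp before AT1G75950. With at least 15 cytosines at 20% to 80% it parts into 2, with 25 cytosines from 28515048 to 28515170 and 68 from 28515210 to 28516124. All 98 CpG cytosines of the undivided block lay between 19.3 and 68.6%, with a level of 38.9% (interval 37.6 to 40.2%) at a median of 56 reads per cytosine. Of these cytosines, 62 fall in the 1091 bp and 36 lie farther from the gene. The block covers the whole of the protein-coding gene AT1G75945 (28515245 to 28515916) with its 28 CpG cytosines. In the 300 bp on either side of the block, 0 of 544 calls at 8 cytosines were methylated (upper limit of the interval 0.701%). In the body of AT1G75950, 12 of 4576 calls were methylated (0.262%, interval 0.150 to 0.458%). For its own region of 1091 bp, the paper's number of DMCs is 92 among 400 cytosines. The 1091 bp measured here hold 68 CpG cytosines, fewer than 92, while the 1400 bp before the gene hold 92. The paper reports the differences of SA-CNPs vs control in the CpG context. If all 92 are CpG cytosines, the 1091 bp measured here cannot hold all of them and are not the paper's region as a whole.
Of the other loci that the table places above a ratio of 0.2, the defensin-like gene AT2G22805 (chromosome 2, 9712264 to 9713135) had 0.180% in the 1000 bp before its lower coordinate, 1.46% (interval 0.991 to 2.15%) in the body and 19.3% in the 1000 bp beyond its higher coordinate. SKL2 (AT2G35500, chromosome 2, 14913937 to 14916668) had 0.679% in the 1000 bp before its lower coordinate, 17.3% in the body and 52.5% in the 1000 bp beyond. AT4G08450 (chromosome 4, 5365501 to 5371211) had 21.1% in the body, with 12.3 and 26.4% in the 1000 bp on its lower and higher side.

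**Figure D2:**
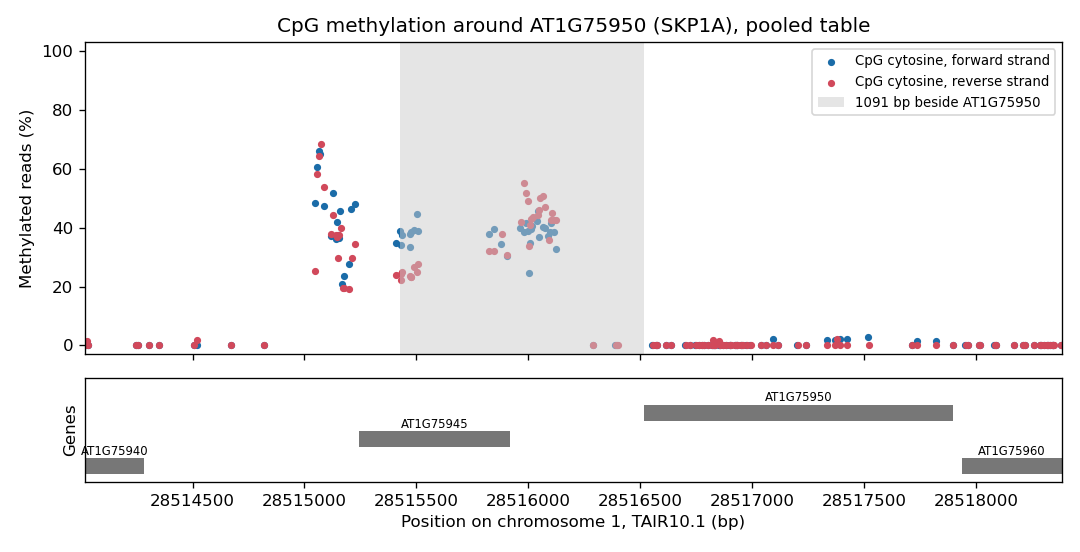
Methylation level of each CpG cytosine with at least 5 reads in the pooled table (y axis, methylated reads in % of all reads) by position on chromosome 1 (x axis, bp), above the annotated genes (grey bars). Blue points are cytosines of the forward strand and red points of the reverse strand, and the grey band marks the 1091 bp beside AT1G75950. The cytosines of the block from 28515048 to 28516124, which spans AT1G75945, lie between 19.3 and 68.6%, and those in the 300 bp on either side lie at 0.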

# Supplementary material for: A Genome-Wide DNA Methylation Survey Reveals Salicylic Acid-Induced Distinct Hypomethylation Linked to Defense Responses Against Biotrophic Pathogens
**Source:** Int J Mol Sci. 2026 Feb 18;27(4):1935. doi: 10.3390/ijms27041935
**Supplement:** Supplementary file 1

**Supplementary Table S6.** List of identified E3 ubiquitin ligase proteins in the Arabidopsis protein pool that are significantly differentiated between samples. GOBP: Biological process Gene Ontology (GO) term, GOMF: Molecular function GO term, GOCC: Cellular compartment GO term.

# Supplementary material for: A Genome-Wide DNA Methylation Survey Reveals Salicylic Acid-Induced Distinct Hypomethylation Linked to Defense Responses Against Biotrophic Pathogens
**Source:** Int J Mol Sci. 2026 Feb 18;27(4):1935. doi: 10.3390/ijms27041935
**Supplement:** Supplementary file 1

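For the genes of Supplementary Table S7, the paper joins DMC numbers from methylation sequencing with fold changes of transcripts from its earlier work. The transcript data were not analysed here. All 40 genes of the table were found in the annotation. In the authors' pooled CpG table, whose condition is not known, their median CpG methylation level, over the gene and 1000 bp on either side, was 10.7%, at the 47.4th percentile of the random lists, and at the 84.2nd with flanks of 2000 bp. Of the genes that the paper's main text names, CRK39 (AT4G04540) had a level of 38.0% (95% Wilson interval 37.3 to 38.8%), IOS1 (AT1G51800) 17.2% and GRP-3 (AT2G05520) 15.0%. AGP5 (AT1G35230) had 6.49%, PXMT1 (AT1G66700) 5.28%, THI2.1 (AT1G72260) 4.70% and EDS5 (AT4G39030) 3.63% (interval 3.36 to 3.92%). At AGP5, for which the paper's number is 40 DMCs, 127 of 136 CpG cytosines were at 75% or less and 12 at 25% or more. CRK34 is AT4G11530 in the annotation, with a level of 6.99%, while the table lists the neighbouring family member AT4G11521.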

**Supplementary Table S7.** List of genes common in hypomethylated DMCs, in the SA-CNPs vs control comparison (>5 DMCs and >25% differential hypomethylation), and in upregulated differentially expressed genes (DEGs) identified in this comparison.

| Gene      | No of DMCs | FoldChange  | Gene name | Description                                                                                                                                                     |
|-----------|------------|-------------|-----------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------|
| AT1G35230 | 40         | 5.117293568 | AGP5      | Proteoglycan that seems to be implicated in diverse developmental roles such as differentiation, cell-cell recognition, embryogenesis and programmed cell death |
| AT1G66700 | 13         | 3.7717211   | PXMT1     | Methyltransferase that may methylate 1,7-paraxanthine                                                                                                           |
| AT4G04540 | 13         | 8.712108975 | CRK39     | Putative cysteine-rich receptor-like protein kinase 39                                                                                                          |
| AT3G04070 | 11         | 3.439269096 | NAC047    | Transcription factor that binds to the promoter of ACO5                                                                                                         |
| AT3G60961 | 11         | 30.42301015 |           | P-loop containing nucleoside triphosphate hydrolases superfamily                                                                                                |
| AT2G35980 | 10         | 6.183029976 | NHL10     | NDR1/HIN1-like protein 10                                                                                                                                       |
| AT1G08630 | 8          | 2.654343348 | THA1      | Low-specificity L-threonine aldolase 1                                                                                                                          |
| AT1G51800 | 8          | 4.204327343 | IOS1      | LRR receptor-like serine/threonine-protein kinase IOS1                                                                                                          |
| AT2G05520 | 8          | 2.442725922 | GRP3      | Glycine-rich protein 3; Regulates the function of the receptor protein kinase WAK1, and namely the phosphorylation of OEE2                                      |
| AT2G16910 | 8          | 7.781174857 | AMS       | Transcription factor ABORTED MICROSPORES                                                                                                                        |
| AT3G28580 | 7          | 6.377256902 |           | AAA-ATPase At3g28580                                                                                                                                            |
| AT4G08770 | 7          | 7.978944991 | PER37     | Peroxidase 37                                                                                                                                                   |
| AT4G21400 | 7          | 2.001249441 | CRK28     | Cysteine-rich receptor-like protein kinase 28                                                                                                                   |
| AT5G56960 | 7          | 15.13668103 | BHLH41    | Putative transcription factor bHLH041                                                                                                                           |
| AT1G13470 | 6          | 12.72025776 |           | Uncharacterized protein At1g13470                                                                                                                               |
| AT1G58370 | 6          | 3.132516264 | XYN1      | Endo-1,4-beta-xylanase 1                                                                                                                                        |
| AT1G58430 | 6          | 6.578095713 |           | GDSE esterase/lipase At1g58430                                                                                                                                  |
| AT1G72260 | 6          | 71.77323286 | THI2.1    | Thionin-2.1                                                                                                                                                     |
| AT2G04160 | 6          | 2.669608157 | AIR3      | Subtilisin-like protease SBT5.3                                                                                                                                 |
| AT3G27380 | 6          | 2.104598452 | SDH2-1    | Succinate dehydrogenase [ubiquinone] iron-sulfur subunit 1, mitochondrial                                                                                       |

|           |   |             |         |                                                                               |
|-----------|---|-------------|---------|-------------------------------------------------------------------------------|
| AT3G57460 | 6 | 7.636698147 |         | Catalytic/ metal ion binding / metalloendopeptidase/ zinc ion binding protein |
| AT4G39890 | 6 | 2.816184785 | RABH1C  | Ras-related protein RABH1c                                                    |
| AT5G25440 | 6 | 3.184590784 | SZE1    | Serine/threonine-protein kinase SZE1                                          |
| AT5G36925 | 6 | 2.162406869 | ARACIN1 | Peptide ARACIN 1                                                              |
| AT1G17590 | 5 | 2.36881577  | NFYA8   | Nuclear transcription factor Y subunit A-8                                    |
| AT1G51620 | 5 | 4.631299316 |         |                                                                               |
| AT1G52040 | 5 | 2.149419381 | MBP1    | Myrosinase-binding protein 1                                                  |
| AT1G61420 | 5 | 2.885437336 |         | G-type lectin S-receptor-like serine/threonine-protein kinase At1g61420       |
| AT2G29110 | 5 | 4.026560471 | GLR2.8  | Glutamate receptor 2.8                                                        |
| AT3G11840 | 5 | 2.609170098 | PUB24   | E3 ubiquitin-protein ligase PUB24                                             |
| AT3G17700 | 5 | 2.031158748 | CNGC20  | Probable cyclic nucleotide-gated ion channel 20, chloroplastic                |
| AT3G20410 | 5 | 2.114220722 | CPK9    | Calcium-dependent protein kinase 9                                            |
| AT3G49160 | 5 | 7.849844089 | PKP4    | Plastidial pyruvate kinase 4, chloroplastic                                   |
| AT3G61280 | 5 | 6.706857734 |         | Glycosyltransferase                                                           |
| AT4G11521 | 5 | 2.218877467 |         | Putative cysteine-rich receptor-like protein kinase At4g11521                 |
| AT4G38560 | 5 | 3.197488122 |         | phospholipase-like protein (PEARL1 4) family protein                          |
| AT4G39030 | 5 | 4.839379236 | DTX7    | Protein DETOXIFICATION 47, chloroplastic (EDS5)                               |
| AT5G04930 | 5 | 2.105615479 | ALA1    | Phospholipid-transporting ATPase 1                                            |
| AT5G24540 | 5 | 81.40220674 | BGLU31  | Beta-glucosidase 31                                                           |
| AT5G33290 | 5 | 2.391488742 | XGD1    | Xylogalacturonan beta-1,3-xylosyltransferase                                  |

How the deposited data were processed for this re-analysis (not part of the article)

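DNA of Arabidopsis leaves (ecotype Col-0) was converted enzymatically and sequenced as pairs of reads. The 12 libraries with a labelled treatment comprise 4 each of control plants, plants treated with SA-CNPs and plants inoculated with Px, from 2 plant samples per condition. According to the paper, the authors filtered the reads with Trimmomatic, aligned them to TAIR10.1 with Bismark 0.22.3 and Bowtie 2 2.5.4, kept uniquely mapped reads, removed duplicates, trimmed biased ends and wrote a cytosine report. The only processed table analysed here is one such report for the CpG context, in which the authors deposited raw counts of methylated reads and raw counts of unmethylated reads per cytosine and strand, without normalization and pooled over libraries. Each covered cytosine had at least 5 reads, so a minimum of 5 had been applied before deposit or no cytosine was covered more thinly.

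The libraries merged into the table are not stated in the sources used here. Its name shares a stem with the names of the libraries labelled SA-CNPs, but a file's name was not taken as evidence of its condition, and the table was treated as 1 pooled sample of unknown condition. For this reason no values were set beside the paper's conclusions on treatments, and no treatment was tested against another. Per-library calls and the CHG and CHH contexts were not analysed here.

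The level of a region was the number of methylated calls over all calls at its CpG cytosines, with a 95% Wilson interval. This interval covers counting error only and treats the calls of a read as independent. Medians over loci were given with a 95% interval from the binomial distribution of ranks. Chromosomes 1 to 5 were used unless an organelle is named. The median of 58 reads per covered nuclear cytosine (5th to 95th percentile of all nuclear cytosines 31 to 78) limits the precision at a single cytosine, so that levels were read over regions. Genes were taken from the RefSeq annotation of TAIR10.1 (37899 genes on the nuclear chromosomes, 27444 of them protein-coding), which gives neither strand nor exons in the copy used here. The design fixed before the data were examined had a promoter upstream of each gene, exons, introns and a profile around the TSS. In their place, 1000 bp on both sides of a gene were used, together with classes of gene body, flank and intergenic DNA and a profile around both gene ends without orientation.

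Gene lists were read from Supplementary Tables S2, S3, S4 and S7. The value of a list was placed among 10000 random lists of the same size, drawn from genes matched on the number of covered CpG cytosines in 20 quantile bins, and called apart below the 2.5th or above the 97.5th percentile. Such a percentile describes this pooled table and is not a test of a treatment. Genes named in the text were set by a rule of the same design, written after the paper's tables had been read: the genes that the paper's text names for DMCs or DMRs of SA-CNPs vs control, the gene next to AT1G75950 on the side of the region, and up to 5 genes per table whose CpG cytosines that could carry the change are fewer than the paper's DMCs. A gene named by other means is marked.

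Blocks of intermediate methylation were runs of at least 20 covered cytosines with levels from 15% to 85% and gaps of at most 500 bp, and a block with a median coverage of more than 2 times the nuclear median was set apart. Duplicated sequence was searched for without a genome sequence, from runs of 11 CpGs whose spacing recurs elsewhere in the nuclear or organelle genomes in either orientation. These definitions were chosen after the data had been seen. The calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. They were tested on simulated data with the real positions and coverages. For 200 of the 37899 genes set to a level of 40%, the level was recovered within 1.34 percentage points. A block was found at all 200, and none was found elsewhere. Elsewhere, each cytosine was drawn independently as methylated or unmethylated, so a block could hardly arise there. The simulation thus does not show how often a block arises falsely in the real table.

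The alternatives tried were a coverage minimum of 1 or 10 reads, leaving out cytosines above the 99.9th percentile of coverage, both strands of a CpG summed, the mean of the cytosines' levels in place of the level over reads, flanks of 2000 bp, random lists without matching, other lengths of the SKP1A region, a methylated cytosine at 50% or more and an intermediate level from 20% to 80%.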

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

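The tests in this part and the definition of a block were chosen after the results had been seen. Both results lie outside the genes and regions that the paper discusses, and no biological explanation was tested for either, because the pooled table has no known condition to set against another.

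In the mitochondrial genome, 437017 of 10885297 CpG calls were methylated, a share of 4.01% (95% Wilson interval 4.00 to 4.03%), above the chloroplast's share of 0.367%. Incomplete conversion of mitochondrial DNA would give about one share along the whole genome. At cytosines with at least 500 reads, the share was 11.1 times higher in the first and last parts of the genome together than in the middle part (4.39 against 0.396%), which argues against it as the whole cause. Reads from nuclear copies of mitochondrial DNA would add a number of methylated reads near the depth of the nuclear genome, in the copied stretches alone. The median number of methylated reads was 46 (quartiles 37 and 55) in the first and last parts, at a median of 1096 reads, and 2 in the middle part, at a median of 780 reads. A candidate explanation is therefore that reads of methylated nuclear copies were aligned to the mitochondrial genome. Of the mitochondrial CpG cytosines, 47.0% had no reads, and the share above describes the others.

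Blocks of intermediate methylation at ordinary coverage numbered 320, and 258 of them had no recurring CpG spacing and lay away from the genes that Tables S2, S3, S4 and S7 list for either comparison. These 258 blocks had a median of 24 cytosines and levels from 30.9 to 76.3%, with a median of 59.4%, and 105 of them overlapped a protein-coding gene. The block with the most cytosines of the 320 lies in AT3G45140 on chromosome 3 (16526124 to 16527929), with 106 cytosines, a level of 50.4% and a median of 53 reads; this gene was chosen after its values were seen. High coverage and recurring spacing were excluded by the way these blocks were selected. Libraries or plants that differ in methylation, merged in one table, were not tested as an explanation.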

How the results depend on the processing

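The alternatives were set before the data were examined, except random lists from protein-coding genes, the class around gene ends, the whole-table level, the pool taken as the state before the change and the 2 other definitions of a block, which were chosen after seeing the data. No paired analysis was possible because the pooled table holds 1 sample with no replicates.

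Of 93 comparisons with an alternative, 70 stayed within a tolerance: the 95% interval for a level, the same side of the limit and of the random median for a percentile, and a factor of 1.5 for a count. A coverage minimum of 1 read changes no covered cytosine, so it says nothing about stability. Counts did change: blocks numbered 358 and 223 under the 2 other definitions against 320, and the genes with enough cytosines ran from 8 to 10 in Table S3 and from 34 to 54 in Table S4, with 34 where the pool was taken as the state before the change. Beside AT1G75950, 4 of 8 alternatives alter no read, and the other 4 gave 34.0 to 34.7%, within the counting interval. The share of intermediate cytosines in the genes of Table S4 ran from 6.61 to 8.58%, and its percentile, at the ceiling throughout, cannot show how stable it is. The list of Table S3 stayed within the central range, from the 71.5th to the 93.8th percentile.

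With at least 10 reads, the nuclear level was 26.57%, and gene bodies held 64.84% and intergenic DNA 12.7% of the methylated cytosines. Without cytosines above 190 reads, the nuclear level was 25.2%, the lowest level near gene ends 5.68% and the intergenic share 12.70%. With the mean of levels, these levels were 27.5 and 6.34%, and Table S7 lay at the 51.2nd percentile. With flanks of 2000 bp, flanks held 29.9% and intergenic DNA 5.38%, Table S4 lay at the 98.3rd and Table S7 at the 84.2nd percentile. With a methylated cytosine at 50% or more, the 3 shares were 64.5, 22.54 and 12.9%. Random lists without matching put Table S7 at the 50.7th percentile. With the class from 1000 bp outside to 1000 bp inside a gene end, the shares were 27.5% for gene bodies and 59.7% for that class, by its construction. With protein-coding genes alone, Table S4 lay at the 98.8th and Table S7 at the 72.8th percentile. Over all chromosomes with no added minimum the level was 19.0%, since organelle calls are added. Table S7 thus changed its side of the median of random lists in 4 alternatives without leaving their central range. Apart from the constructions named, the cause was not tested. At the median depth, counting error limits single cytosines, and the absence of replicates leaves variation between plants unmeasured.

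A promoter from 1000 bp before to 1000 bp after the TSS was not run for the gene lists, since the level of a listed gene was taken over promoter and gene body together, and with both gene ends taken alike that sum is the gene with flanks of 1000 bp.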

Differences from the paper's values

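The paper gives a combined sequencing coverage of 30-fold for its 2 biological replicates, counted over the genome, while the median over the covered nuclear CpG cytosines of the pooled table was 58 reads. A coverage minimum of 1 or 10 reads and leaving out the cytosines of highest coverage also gave 58, and summing both strands of a CpG gave 116, so none of the alternatives set before the data were examined comes within 1.5 times the paper's value. The libraries merged into the table are not known, so the 2 values need not describe the same number of libraries, and reads per cytosine count 1 strand, while coverage of the genome counts both.

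In the paper's Table S5, the printed ratio for AT3G46500 is 0.013, while its own numbers, 59 DMCs among 1592 cytosines, give 0.0371. The other 19 ratios lie within 1.5 times the values computed from their numbers. Table S7 is described as holding genes with more than 5 DMCs, and 16 of its 40 genes are listed with 5. The genes of Table S4 for SA-CNPs vs control are described as having more than 15 DMCs, and 11 of the 56 are listed with 15.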

Other observations

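The tests of the block beside AT1G75950 and of blocks in the genes of Tables S3, S4 and S7 were chosen after the results had been seen. No biological explanation was tested in this part, because the condition of the pooled table is not known.

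Around both ends of protein-coding genes, in bins of 100 bp from 500 bp outside to 499 bp inside, the lowest level was 6.70%, at 200 to 299 bp inside. With the mean of the cytosines' levels, or without cytosines of highest coverage, the lowest bin lay at 100 to 199 bp inside. With genes scaled to 50 bins, the first bin was lower still, at 4.26%. The mean was 16.3% over gene bodies and 15.9% over the 4000 bp outside. Of the methylated CpG cytosines, 64.8% lay in gene bodies, which hold 71.2% of the covered ones, 22.5% in flanks of 1000 bp and 12.8% in intergenic DNA. The 23 genes that Table S4 lists for Px vs control had a median level of 75.1% over the gene and 1000 bp on either side, at the 99.98th percentile of the random lists. In 1 of them no CpG cytosine of the gene itself was covered, so that its value comes from the flanks. The paper reports its Px differences in the CHG context, and the table holds CpG calls.

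Among nuclear CpGs, 44105 had no reads, and 43428 of them (98.5%) had a spacing that recurs elsewhere, against 5.18% of the 2739752 CpGs with reads. This is consistent with reads of near-identical copies being left out by unique mapping. There were 30 runs of at least 10000 bp without reads, with a total of 721345 bp, and the longest was 139200 bp. On chromosome 2, from 3240001 to 3510000, 76.2% of 20035 cytosines had no reads. In 353 genes, 162 of them protein-coding, no CpG cytosine was covered, so the table holds no level for the gene itself.

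The share of intermediate cytosines in the 54 genes of Table S4 was tested for reads of other copies. Their median coverage lay at the 35.7th percentile of the random lists and their share of CpGs with recurring spacing at the 23.6th, and both values argue against such reads. In the 48 genes without recurring spacing, the share was 6.61%, again above all random lists. The genes were selected by the paper for a difference of more than 25 percentage points, and a pool of libraries that differ at a cytosine may have an intermediate level there by that selection; this was not tested and stays open.

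At the block beside AT1G75950, a collapsed second copy would raise coverage, and the block's median coverage was 0.966 of the nuclear median, which argues against it. Incomplete conversion would leave methylated calls in the flanks, and the methylated share in the 300 bp on either side was 0, which argues against it. A mixture of plants or libraries with a methylated and an unmethylated copy cannot be told apart from other origins. The SD of the levels was 1.59 times what counting error gives, and a methylated copy whose cytosines differ in level would give such a spread too. The forward strand had 39.9% and the reverse strand 37.8%. Of the block's 49 CpGs, 12 have a spacing that recurs on chromosome 2, from 10075384 to 10075495. That stretch had a level of 0% (upper limit of the 95% Wilson interval 0.272%) at a median of 60 reads, and the matching stretch of the block 35.0%.

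Of the 54 genes of Table S4, 3 had a block (AT1G75950, AT3G30160 and AT1G28000), at the 98.6th percentile of the random lists. Without AT1G75950, where the pattern was first seen, 2 of 53 had one, at the 92.2nd percentile, within the central range, so the excess rests on that locus and leaves a preference of blocks for these genes open. The genes of Tables S3 and S7 had 0 blocks each, at the 44.2nd and 32.0th percentiles. The median of the random lists was 0 too, so lists of this size cannot show whether blocks are more frequent in them.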
